# Tissue- and stage-specific Wnt target gene expression is controlled subsequent to β-catenin recruitment to cis-regulatory modules

**DOI:** 10.1242/dev.131664

**Published:** 2016-06-01

**Authors:** Yukio Nakamura, Eduardo de Paiva Alves, Gert Jan C. Veenstra, Stefan Hoppler

**Keywords:** Wnt signalling, β-catenin, *Xenopus*, Gastrula, ChIP-seq, RNA-seq

## Abstract

Key signalling pathways, such as canonical Wnt/β-catenin signalling, operate repeatedly to regulate tissue- and stage-specific transcriptional responses during development. Although recruitment of nuclear β-catenin to target genomic loci serves as the hallmark of canonical Wnt signalling, mechanisms controlling stage- or tissue-specific transcriptional responses remain elusive. Here, a direct comparison of genome-wide occupancy of β-catenin with a stage-matched Wnt-regulated transcriptome reveals that only a subset of β-catenin-bound genomic loci are transcriptionally regulated by Wnt signalling. We demonstrate that Wnt signalling regulates β-catenin binding to Wnt target genes not only when they are transcriptionally regulated, but also in contexts in which their transcription remains unaffected. The transcriptional response to Wnt signalling depends on additional mechanisms, such as BMP or FGF signalling for the particular genes we investigated, which do not influence β-catenin recruitment. Our findings suggest a more general paradigm for Wnt-regulated transcriptional mechanisms, which is relevant for tissue-specific functions of Wnt/β-catenin signalling in embryonic development but also for stem cell-mediated homeostasis and cancer. Chromatin association of β-catenin, even to functional Wnt-response elements, can no longer be considered a proxy for identifying transcriptionally Wnt-regulated genes. Context-dependent mechanisms are crucial for transcriptional activation of Wnt/β-catenin target genes subsequent to β-catenin recruitment. Our conclusions therefore also imply that Wnt-regulated β-catenin binding in one context can mark Wnt-regulated transcriptional target genes for different contexts.

## Abstract (precis)

**Highlighted article:** Dual ChIP-seq and RNA-seq *in vivo* experiments show that the context-specific events that occur subsequent to β-catenin binding enable gene-specific regulation, rather than β-catenin recruitment *per se*.

## INTRODUCTION

Key signalling mechanisms are deployed repeatedly during embryonic development to regulate differential gene expression, often in combination with each other and with other regulatory mechanisms. Wnt/β-catenin signalling (hereafter referred to as Wnt signalling) is an important, evolutionarily conserved cell-to-cell signalling mechanism that regulates the transcription of specific target genes (reviewed by Cadigan and Waterman, 2012; Hoppler and Nakamura, 2014). Wnt signalling operates repeatedly during embryogenesis, in stem cell-mediated homeostasis and in cancer (reviewed by Hoppler and Moon, 2014; Nusse et al., 2012). The textbook view asserts that activation of the canonical Wnt signalling pathway causes β-catenin stabilisation and nuclear localisation, where β-catenin associates with TCF/LEF transcription factors bound to so-called Wnt-response DNA regulatory elements (WREs) to activate the transcription of nearby Wnt target genes (reviewed by Nusse, 2012). Recruitment of nuclear β-catenin to target chromatin regions is therefore thought to be the critical step for Wnt-regulated target gene regulation. However, the developmental, cellular and transcriptional responses to Wnt signalling are often remarkably specific for particular stages, tissues and cell lineages, and the molecular mechanisms by which the specific Wnt/β-catenin target genes are regulated in different cellular and developmental contexts are still largely unknown. Characterising these context-specific mechanisms is therefore important for understanding the specific functional roles of Wnt signalling in embryonic development and disease.

Early embryos represent ideal experimental models for studying the fundamental molecular mechanisms by which Wnt signalling regulates such context-specific responses, since there are rapid and fundamental changes in the cellular and developmental response to Wnt signalling (reviewed by Zylkiewicz et al., 2014). This is particularly prominent in the early *Xenopus* embryo (Fig. S1): maternally activated Wnt signalling before the general onset of zygotic transcription at the mid-blastula transition (MBT) (Newport and Kirschner, 1982) regulates specific genes that then function to establish dorsal development (e.g. Funayama et al., 1995; Heasman et al., 2000; McMahon and Moon, 1989); but, only shortly thereafter, early zygotic Wnt signalling promotes ventral development (Christian and Moon, 1993; Hoppler et al., 1996); yet, both are mediated by the β-catenin-dependent pathway (Hamilton et al., 2001). This radical change in the stage-specific response to Wnt signalling makes *Xenopus* embryos a unique model for dissecting the molecular mechanisms that determine context-specific responses to Wnt signalling. Direct target genes of maternally activated Wnt signalling have been described (e.g. Blythe et al., 2010; Brannon et al., 1997; Crease et al., 1998; Laurent et al., 1997); however, genes specifically regulated by early zygotic Wnt signalling are much less well understood. Identifying such direct Wnt target genes would not only be informative concerning the gene regulatory network that operates in the ventrolateral prospective mesoderm, but also more generally concerning the fundamental molecular mechanisms of context-specific Wnt target gene regulation.

Here, we report genome-wide identification of such stage-specific Wnt target genes through β-catenin chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) combined with RNA sequencing (RNA-seq) analysis of the relevant Wnt-regulated transcriptome. Although the early *Xenopus* embryo shows β-catenin occupancy at many genomic loci, our analysis reveals that transcriptional expression is Wnt regulated at only a subset of these loci. Thus, Wnt-regulated β-catenin recruitment to gene loci is required, but not sufficient, for Wnt target gene expression. We find instead that the tissue- and stage-specific context can regulate Wnt target gene expression subsequent to β-catenin recruitment to cis-regulatory modules at these loci.

## RESULTS

### Genome-wide mapping of β-catenin association in *Xenopus* early gastrulae

Nuclear localisation of β-catenin is the hallmark of canonical Wnt signalling (Schneider et al., 1996; Schohl and Fagotto, 2002). In the nucleus, β-catenin regulates target gene expression in association with DNA-binding proteins, particularly those of the TCF/LEF family (reviewed by Cadigan and Waterman, 2012; Hoppler and Waterman, 2014). β-catenin ChIP-seq analysis had been used to identify direct transcriptional targets of Wnt signalling in cancer tissue and cultured cells (Bottomly et al., 2010; Park et al., 2012; Schuijers et al., 2014; Watanabe et al., 2014). We therefore reasoned that β-catenin ChIP-seq analysis in intact gastrula stage *Xenopus tropicalis* embryos would identify early gastrula-specific Wnt target genes.

We developed a reliable β-catenin ChIP protocol for analysis at the early gastrula stage (stage 10.25, Fig. 1A, Fig. S2) by optimising first chromatin shearing conditions for fragments of ∼200 bp (Fig. S2A), then the immunoprecipitation of chromatin-associated β-catenin protein with two different β-catenin antibodies, as well as IgG as a negative control (see Materials and Methods). Specific binding of β-catenin by the antibodies was validated by western blotting and also by β-catenin ChIP-qPCR (Fig. S2B-D). In the ChIP-qPCR validation, we analysed known WREs in genes known to be Wnt regulated at this stage [*hoxd1* (Janssens et al., 2010) and *msgn1* (Wang et al., 2007)] as positive controls, and genomic regions not containing WREs (from *odc1* and *hoxd1*) as negative controls. 

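For the ChIP-seq experiment, chromatin of *X. tropicalis* embryos at stage 10.25 was immunoprecipitated with an antibody against β-catenin, and the recovered DNA was sequenced beside input DNA from the same kind of extract. Because the DNA of 3 ChIP experiments was pooled before sequencing, the data hold 1 ChIP library and no replicates. The authors mapped the reads to the JGI 4.2 assembly, called peaks with SPP and with MACS2, and kept the peaks that both callers ranked reproducibly. The values analysed here are the resulting list of peaks, not the reads, so the depth of the ChIP and input libraries is unknown. For each peak the authors list its scaffold, start, end and summit, its irreproducible discovery rate (IDR, the estimated probability that the ranks given by both callers do not correspond), the closest gene and the position of the summit relative to the TSS of that gene. The list has 10638 peaks on 1306 scaffolds, between 161 and 5688 bp long (median 394 bp), and their IDR has a median of 0.000165729 and a maximum of 0.00999961. A peak height or fold enrichment is not in the list. The strength of a peak was therefore taken as −log10 of its IDR, which ranges from 2.00 to 6.93 (median 3.78) and ranks peaks by how reproducibly they were called, not by the amount of β-catenin bound. Positions, genes and distances were used as the authors give them, and the assignment of each peak to its closest gene is a choice that all counts of genes with a β-peak depend on.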

ChIP DNA samples and input control DNA samples were each pooled from three validated ChIP experiments and sequenced.

**Fig. 1.**
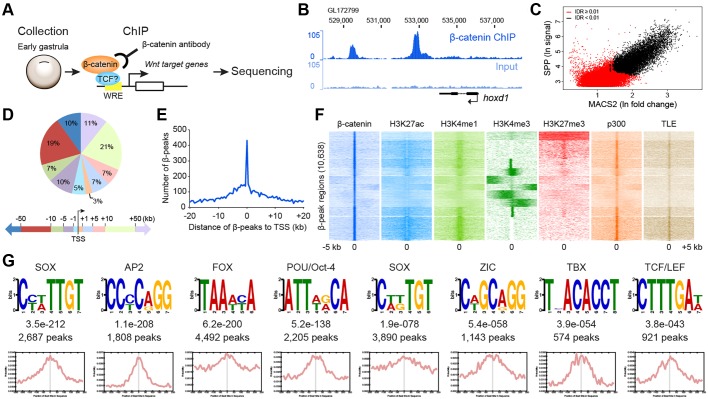
**β-catenin ChIP-seq analysis of *Xenopus* early gastrulae.** (A) Experimental design of β-catenin ChIP-seq analysis. Early gastrulae were collected and fixed. Following chromatin shearing, β-catenin antibodies were used to selectively precipitate DNA fragments bound by β-catenin-containing protein complexes. Subsequently, the precipitated DNA fragments were sequenced. (B) Genome view of example β-catenin target gene *hoxd1*. Note the clear β-catenin ChIP-seq peaks (β-peaks) downstream (to the left) of the *hoxd1* locus. (C) Scatter plot combining peak calling analysis by SPP [considering signal strength, applying false discovery rate (FDR)≤0.1] and MACS2 (considering fold change, applying *P*≤0.01) software, with black dots indicating 10,638 β-peaks reproducibly called [applying an irreproducible discovery rate (IDR)≤0.01]. (D,E) β-peaks are associated with sequences throughout the genome (D) but enriched close to and just upstream (putative promoter) of the transcriptional start site (TSS) of nearby genes (E; analysed in 500 bp bins). Pie chart (D) shows the percentage of β-peaks according to their location relative to TSS (within 1 kb, 1-5 kb, 5-10 kb, 10-50 kb, over 50 kb upstream or downstream of TSS). (F) Heat map illustrating genome-wide association of β-peaks with histone modifications and transcription co-factor binding sites indicative of cis-regulatory modules (CRMs; such as promoters and enhancers) in patterns that can be clustered into ten groups. Each horizontal line represents the 5 kb downstream and upstream regions of ChIP-seq data around a β-peak. (G) Enriched motifs from *de novo* motif search of sequences under β-peaks. Note the identification of consensus TCF/LEF binding but also other known transcription factor binding motifs. Statistical significance (e-values) and the number of β-peaks are indicated below each motif logo. The analysis of motif distribution shows central enrichment of motifs within β-peak regions (500 bp window).

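The distance from the TSS was taken for the 10427 β-peaks that have an assigned gene, of the 10638 in the list. The remaining 211 lie on 175 scaffolds and have no assigned gene. Within 1 kb of the TSS, 568 β-peaks lie upstream (5.4%, Wilson 95% confidence interval 5.0 to 5.9%) and 275 downstream (2.6%, 2.3 to 3.0%). Between 1 and 5 kb the shares are 9.9% upstream and 7.3% downstream, and between 5 and 10 kb they are 7.0% and 6.8%. The largest classes are those from 10 to 50 kb, with 19.6% upstream (18.9 to 20.4%) and 20.7% downstream (19.9 to 21.5%). More than 50 kb away lie 9.9% upstream and 10.7% downstream. Of the assigned β-peaks, 2704 (25.9%) have their summit inside the body of the gene. When only the stronger part of the peaks (IDR below the median) was kept, the share within 1 kb upstream became 4.8%, the share within 1 kb downstream 2.1% and the share from 1 to 5 kb upstream 10.96%, and these shifted more than any other class.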

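On scaffold GL172799.1 of the JGI 4.2 assembly, *hoxd1* (ENSXETG00000001801) lies on the minus strand from 534074 to 536148. A pair of β-peaks is assigned to it, both beyond its 3′ end, to the left of the gene in genome coordinates. The nearer one covers 532390 to 533625, with its summit 3295 bp downstream of the TSS and an IDR of 2.3e-06. The farther one covers 529262 to 529744, with its summit 6664 bp downstream of the TSS and an IDR of 2.87e-06. Both IDR values are far below the median of 0.000165729 over all β-peaks, and both peaks stay in the list when only the peaks with an IDR below that median are kept. The single pooled library gives no replicate error for the peaks. The paper takes the peaks at this known Wnt target as evidence that the ChIP-seq detected β-catenin at direct target loci.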

Clear β-catenin ChIP-seq peaks (hereafter referred to as β-peaks) were found at known direct Wnt target loci in the *X*. *tropicalis* genome [e.g. the *hoxd1* locus (Janssens et al., 2010), Fig. 1B]. 

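For *odc1* (ENSXETG00000003519), the gene from which a region without a WRE was taken as negative control, the gene body lies on scaffold GL173201.1 from 252055 to 257714 on the plus strand. No β-peak lies within the gene or within 1 kb upstream of its TSS. A single β-peak has *odc1* as its closest gene. It covers 270447 to 270836, with its summit 18581 bp downstream of the TSS and beyond the 3′ end of the gene, and its IDR of 0.0014138 is weaker than the median of 0.000165729 (no replicates). It is not among the peaks kept when only IDR values below the median are used. The read coverage at *odc1* is not in the files analysed here. The paper treats the locus as one without β-catenin association.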

The β-catenin ChIP-seq also confirmed no β-catenin association at the negative control *odc1* locus (data not shown). 

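The file holds 10638 β-peaks, of which 10427 have a closest gene, and these genes number 5193. Of the 5193 genes, 3106 (59.8%) have 1 β-peak and 2087 have more, up to 30 for a single gene, with a mean of 2.01. In bins of 500 bp around the TSS, the fullest is the one from 500 bp upstream to the TSS, with 432 summits. The next fullest, the first 500 bp downstream of the TSS, has 150 summits. Between 5 and 10 kb from the TSS, the median bin holds 70.5 summits and the fullest 93, so that the bin just upstream of the TSS holds 6.13 times the median of the distant bins. Despite this enrichment, the 568 β-peaks within 1 kb upstream make up only 5.4% of the assigned β-peaks. Among the peaks with an IDR below the median the share was 4.8%, so the enrichment did not rise with the strength of the peaks. From these positions the paper concludes that β-peaks are widely distributed but enriched close to and just 5′ of the TSS.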

Two independent peak-calling algorithms followed by stringent irreproducible discovery rate (IDR) analysis (Li et al., 2011) identified 10,638 reproducible β-peaks across the *X*. *tropicalis* genome (Fig. 1C), which can be assigned to 5193 genes (Table S1). β-peaks are widely distributed throughout the genome, close to and further away from the transcriptional start site (TSS) of annotated genes (Fig. 1D), but we find an enrichment close to and just 5′ of the TSS of genes (Fig. 1E) and also a genome-wide correlation with putative cis-regulatory sequences, such as promoters, enhancers or silencers, which are collectively referred to here as cis-regulatory modules (CRMs) [Fig. 1F; data for H3K4me3 and H3K27me3 from Akkers et al. (2009), representing active promoters and inactive chromatin states, respectively; data for H3K27ac and H3K4me1 (both indicating active enhancers), for the transcriptional co-activator p300 and for the transcriptional co-repressor Transducin-like enhancer of split (TLE; also known as Groucho in *Drosophila*) from Yasuoka et al. (2014)]. For instance, correlation of β-catenin with p300-associated and with TLE-associated sites was 47.4% and 86.4%, respectively. We sought to detect enriched DNA sequences shared among the identified β-peaks by performing a *de novo* motif search on all β-peaks (Fig. 1G). As expected, consensus TCF/LEF core binding sequences were identified. Additionally, other known transcription factor binding motifs were found, some of which had also been identified in previous β-catenin ChIP-seq studies (Schuijers et al., 2014; Zhang et al., 2013) (see Discussion).

### RNA-seq analysis of the *wnt8a*-regulated transcriptome

Independently, we performed transcriptome analysis using RNA-seq in order to identify Wnt-regulated transcripts at the early gastrula stage. Early zygotic Wnt signalling is activated in prospective ventral mesoderm by *wnt8a*, which is the predominant Wnt gene expressed during later blastula stages (Christian et al., 1991; Collart et al., 2014). We developed an experimental design that allowed us to identify genes regulated by Wnt8a signalling (*wnt8a*-regulated genes, Fig. 2A). 

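In the RNA-seq experiment 4 groups of embryos were compared at stage 10.25, with 3 samples in each. The control groups were uninjected embryos and embryos that received CoMO, a standard control morpholino. The experimental groups received the *wnt8a* MO, which knocks down endogenous Wnt8a, or the *wnt8a* MO together with CSKA-wnt8a, a DNA construct that reinstates Wnt8a in the same tissue. Injections were made at the 4-cell stage. The authors aligned the reads to JGI 4.2 with gsnap, counted them on genes with HTSeq and deposited the raw count of each gene in each sample, without normalisation. Between 22973819 and 29416909 reads per sample were counted on genes (median 27077380). Uninjected samples had 27019834 to 29416909 (median 27327349), CoMO samples 27463200 to 28628640 (median 28406007), *wnt8a* MO samples 26704176 to 27134926 (median 26830003) and reinstated samples 22973819 to 25891564 (median 24499633). The reinstated samples are thus the least deeply sequenced, each below every other sample. Counted reads made up 60.9 to 63.8% of the reads that fell on a gene, on several genes or on none.

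Genes with too few counts were removed with edgeR's filterByExpr, which kept 11601 of the 19921 genes, and library sizes were scaled with TMM. The quasi-likelihood test of edgeR was fitted to all 12 samples with a coefficient for each group. The knockdown was compared with the mean of both controls and the reinstatement with the knockdown, and genes with a Benjamini-Hochberg adjusted p-value below 0.1, the FDR threshold of the paper, were called changed. The labels number the samples of each group from 1 to 3, and the fit was repeated with this number as a block. Whether the numbers pair the samples was checked on the deviations of log2 CPM from the group means across the 11601 tested genes. Samples sharing a number had a mean correlation of 0.551 (18 pairs of samples), against −0.269 for samples with different numbers (36 pairs). Of all ways to match the numbers between the groups, the labelled one gave the highest mean (exact permutation test, p = 0.0046), ahead of 0.381 for the next. The pairing itself is taken from the labels, and genes are not independent replicates. With the block, edgeR's common biological coefficient of variation dropped from 0.191 to 0.0983. Counts of samples within a group differed by far more than sampling noise, with a chi-square per degree of freedom from 13.0 to 112.0. No library was therefore a duplicate of another in its group, and pairs across groups were not compared in this way.

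**Figure D1:**
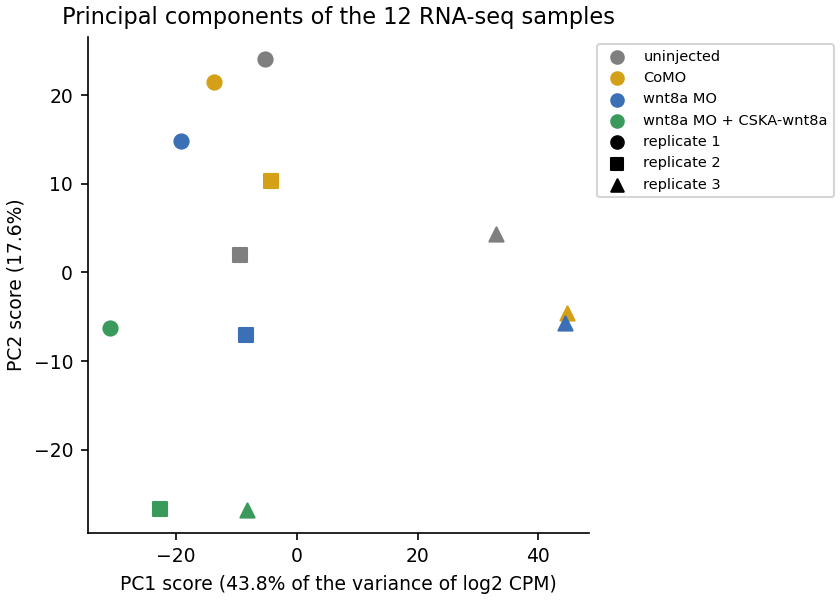
Scores of the 12 RNA-seq samples on the first principal components of log2 CPM over the 11601 tested genes, with PC1 (43.8% of the variance) on the horizontal and PC2 (17.6%) on the vertical axis. Colours give the group and symbols the replicate number. The uninjected, CoMO and *wnt8a* MO samples numbered 3 lie at PC1 scores of 33.0, 44.7 and 44.4, whereas the reinstated sample numbered 3 lies at −8.3 and the other samples between −30.9 and −4.2.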

We compared the mRNA expression profile a few hours after the onset of zygotic transcription at early gastrula (stage 10.25) in two control conditions with that in two experimental conditions: embryos in which endogenous *wnt8a* was knocked down with a previously validated antisense morpholino oligonucleotide (MO) (Rana et al., 2006); and the same *wnt8a* knockdown embryos but with experimentally reinstated expression with an MO-insensitive, Wnt8a-expressing DNA construct (Fig. S3A).

**Fig. 2.**
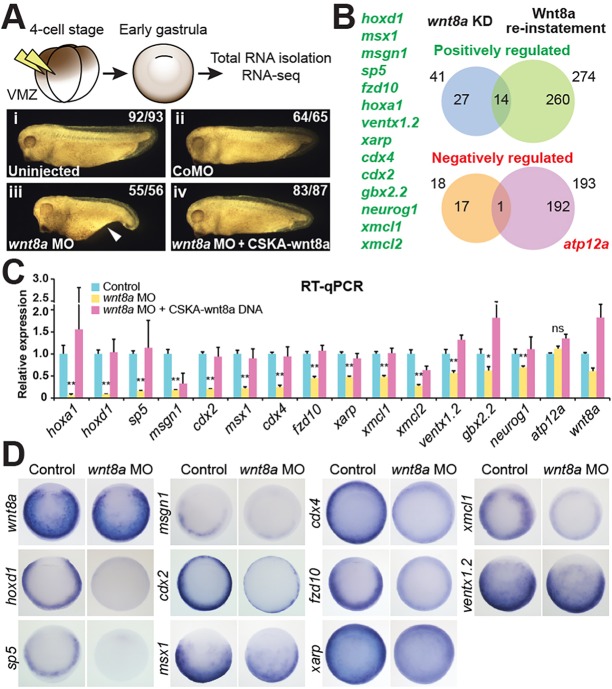
**RNA-seq analysis to identify *wnt8a*-regulated genes.** (A) Experimental design to identify *wnt8a*-regulated genes. *wnt8a* MO and a standard control MO (CoMO) were microinjected into the ventral marginal zone (VMZ) of four-cell stage embryos (prospective endogenous *wnt8a*-expressing and ventral mesoderm tissue). For the reinstatement experiment, *wnt8a* MO was co-injected together with a DNA construct driving exogenous Wnt8a (CSKA-wnt8a) in the same tissue. Three biological replicates per experimental sample were sequenced. The experimental conditions were optimised by comparing the morphology of (i) uninjected embryos with the embryos injected with (ii) CoMO, (iii) *wnt8a* MO or (iv) *wnt8a* MO plus CSKA-wnt8a DNA, as well as expected changes in expression of candidate genes (Fig. S3). (B) Venn diagrams of genes that are positively (top) or negatively (bottom) regulated by Wnt8a signalling identified by generalised linear model (GLM) statistical analysis (FDR<0.1; see the supplementary Materials and Methods) of RNA-seq results. Forty-one genes were identified with reduced expression in the *wnt8a* knockdown (KD; blue, compared with uninjected and CoMO-injected controls) and 274 genes with increased expression when Wnt8a expression was reinstated (green, compared with *wnt8a* knockdown). A shortlist of 14 *wnt8a* positively regulated genes (listed on the left) was selected for further analysis by the overlap between these two groups of genes (see Table S2 for full gene lists). Eighteen genes with increased expression were identified in the *wnt8a* knockdown (amber) and 193 genes with reduced expression when Wnt8a expression was reinstated (purple), with one gene (*atp12a*) in the overlap and therefore apparently negatively regulated by *wnt8a*. (C) Validation of RNA-seq-discovered candidate genes by RT-qPCR. Transcripts collected from embryos microinjected into all four blastomeres with *wnt8a* MO, or with *wnt8a* MO co-injected with CSKA-wnt8a DNA, were compared with control (CoMO injected). All 14 positively *wnt8a*-regulated candidate genes of the shortlist were confirmed; but not *atp12a*, which had been suggested to be negatively regulated. Note the varying extent of dependence on *wnt8a* function for the different genes. *P<0.1, **P<0.05; ns, not significant (*P*≥0.1); two-tailed Student's *t*-test. Error bars represent s.d. of two biological replicates. (D) Vegetal view of early gastrulae (with dorsal up) of control (uninjected) and *wnt8a* MO-injected embryos. Note the expression of *wnt8a*-regulated genes in a similar, but not always identical pattern, as *wnt8a.* Also note the reduced expression to varying extents in *wnt8a* MO-injected embryos.

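Compared with the mean of the uninjected and CoMO-injected controls, 12 of the 11601 tested genes were lower in the *wnt8a* knockdown at an adjusted p-value below 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 samples per group). After reinstatement 33 genes were higher than in the knockdown, and 3 genes, *hoxd1*, *msgn1* and *msx1*, were in both lists. With the replicate number as a block, the knockdown list grew to 95 genes, the reinstatement list to 1202 and their overlap to 31. DESeq2, the tool named in the methods of the paper, gave 52, 228 and 16 genes without the block. The largest shift of the knockdown list under any of the alternatives named before the files were seen came from DESeq2 with the replicate block, which called 162 genes lower. Leaving out 1 sample at a time gave 4 to 14 genes for the knockdown and 3 to 63 for the reinstatement, so the lengths of the lists depend heavily on single samples. The *wnt8a* transcript (ENSXETG00000003826) itself was not lower in the knockdown, at 197.8 ± 21.1 CPM (SD, n = 3) against 159.7 ± 12.4 CPM in the controls (SD, n = 6). An MO acts on the use of a transcript and need not lower its amount. After reinstatement it reached 431.8 ± 33.3 CPM (SD, n = 3), a log2 fold change of 1.13 over the knockdown (standard error 0.100, adjusted p = 0.00087 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).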

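In the opposite direction, 5 genes were higher in the *wnt8a* knockdown than in the controls and 14 genes were lower after reinstatement than in the knockdown (adjusted p below 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 samples per group). No gene was in both lists. With CoMO as the only control 3 genes were higher in the knockdown, and with uninjected embryos 0. The fit with the replicate block gave 68 and 1091 genes with 4 in the overlap, and *atp12a* was not among these 4. DESeq2 without the block gave 27 and 161 genes and an overlap of 1 gene, ENSXETG00000030465. Only DESeq2 with the replicate block placed *atp12a* in the overlap, together with 10 other genes, and it raised the number of genes higher in the knockdown to 129. When each sample was left out in turn, between 1 and 3 genes were higher in the knockdown and between 0 and 11 lower after reinstatement. From its own overlap the paper infers that a single gene is apparently negatively regulated by *wnt8a*.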

We initially optimised the experimental conditions so that the *wnt8a* knockdown not only consistently caused the well-established *wnt8a* loss-of-function morphological phenotype (Hoppler et al., 1996; Rana et al., 2006), but also is then substantially rescued to normal embryonic morphology by our experimentally targeted reinstatement of stage-specific Wnt8a expression (Fig. 2A) (Christian and Moon, 1993). We confirmed that the morphological changes caused by the knockdown and reinstatement of Wnt8a expression are accompanied by predicted changes in the expression of previously reported *wnt8a*-regulated genes (Fig. S3B,C). In addition, unaltered gene expression levels of the well-known maternal Wnt target gene *siamois* (*sia1*) (Fig. S3C) confirmed that our experimental manipulation at cleavage stages (MO and DNA microinjection) does not affect early gene regulatory and dorsal axis establishment processes controlled by maternal Wnt signalling (see below).

Statistical analysis of the RNA-seq results, applying a generalised linear model (GLM) (Anders and Huber, 2010), identified an initial longlist of 274 genes potentially positively regulated and 193 genes potentially negatively regulated by *wnt8a* (Fig. 2B, seeTable S2). 

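The deposited counts gave 33 genes that were higher and 14 that were lower after reinstatement than in the knockdown, among 11601 tested genes (adjusted p below 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 against 3 samples, spread estimated over all 12 samples). With DESeq2 the longlist held 228 higher and 161 lower genes. With the replicate number as a block in edgeR it held 1202 higher and 1091 lower genes, and with DESeq2 and the block 1254 and 1069, the largest values of any setting for the higher genes. When the spread was estimated from the 6 samples compared alone, the lists held 6 higher and 0 lower genes, and with 1 of the 12 samples left out at a time they held 3 to 63 higher and 0 to 11 lower genes. Apart from *wnt8a* itself and the genes of the shortlist, the largest changes past the threshold whose replicates did not overlap included *dscr6* (ENSXETG00000013030, log2 fold change 3.05, standard error 0.487), ENSXETG00000011112 (1.43, standard error 0.267), *crabp2* (1.35, standard error 0.268) and *mespa* (1.27, standard error 0.209), all higher. The largest fall was that of ENSXETG00000010618, with a log2 fold change of −1.30 (standard error 0.259). Their adjusted p-values in the same test lay between 0.059 and 0.094. The higher genes outnumbered the lower ones in each of these settings. The paper takes the genes found by its GLM as potentially positively and negatively regulated by *wnt8a*.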

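Of the known Wnt-regulated genes, *hoxd1* (ENSXETG00000001801) changed most. It fell from 45.8 ± 10.7 CPM in the controls (SD, n = 6) to 5.44 ± 1.63 CPM in the knockdown (SD, n = 3) and returned to 55.4 ± 7.86 CPM after reinstatement (SD, n = 3), a log2 fold change of 3.35 over the knockdown (standard error 0.281, adjusted p = 0.00087). These and the following adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *sp5* (ENSXETG00000025407) the log2 fold change after reinstatement was 2.73 (standard error 0.485, adjusted p = 0.073), from only 11 to 18 counts per knockdown sample. The *ventx1* genes are listed as *ventx1.2* (ENSXETG00000008879) and *ventx1.1* (ENSXETG00000034053), whose log2 fold changes were 1.09 (standard error 0.147) and 0.956 (standard error 0.127), each with an adjusted p of 0.020. Related genes such as these could share reads that the counting assigned to one or dropped, so their separate values are less certain. Expression of *xarp* (ENSXETG00000010058) rose by 0.712 on the log2 scale (standard error 0.123, adjusted p = 0.067). The files list *axin2* (ENSXETG00000013607) as a separate gene with only 1 to 12 counts per sample. Its log2 fold change of 1.39 (standard error 0.694, adjusted p = 0.45) was not distinguishable from 0 at this depth. With the replicate block all of these but *axin2* stayed past the threshold, *ventx1.1* with an adjusted p of 0.00013 and *axin2* with 0.156. Leaving out single samples weakened *sp5* and *xarp* most, each of which stayed past the threshold in 4 of the 12 fits, while *hoxd1* stayed past it in all 12. The paper reasons that the presence of such known targets is what a list of *wnt8a*-regulated genes should show.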

As expected, this list includes previously identified Wnt-regulated genes, such as *axin2*/*xarp* (Hufton et al., 2006), *hoxd1* (Janssens et al., 2010), *sp5* (Weidinger et al., 2005) and *ventx1* (Hoppler and Moon, 1998). 

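The 33 genes that were higher after reinstatement had a median log2 fold change of 1.09, from 0.472 for the smallest to 3.35 for *hoxd1*, and 13 of them (39.4%) changed by less than 1 on the log2 scale. The 14 lower genes changed less, with a median size of 0.642 and 13 of 14 below 1. In the longer list of DESeq2, the 228 higher genes had a median of 0.80 and 141 of them (61.8%) lay below 1. The fit with the replicate block moved these values most, since its smaller residual spread let smaller changes pass. Its 1202 higher genes had a median log2 fold change of 0.394 and 1023 of them (85.1%) lay below 1. Requiring a log2 fold change of at least 1 beside the adjusted p-value in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment left 20 higher and 1 lower gene (n = 3 samples per group). On the basis of such small changes the paper cautions that part of its longlist might not be physiologically relevant.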

However, also included are genes with relatively subtle changes in gene expression, which might not be physiologically relevant for embryonic development. In order to create a more manageable shortlist for further detailed analysis we decided to focus on genes that were significantly affected by both knockdown and reinstatement of Wnt8a expression (Fig. 2B). 

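All 14 genes of the shortlist were lower in the knockdown than in the controls and higher after reinstatement, but not all passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 knockdown, 3 reinstated and 6 control samples). In each of the 14 genes every knockdown sample lay below every control sample (exact permutation test, p = 0.0119, the smallest that 3 samples against 6 allow). In 13 of them every reinstated sample also lay above every knockdown sample (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), the exception being *xmcl1* (p = 0.2). The paper chose the 14 genes for these changes in the same samples. The p-values therefore describe how far the samples separate and are no independent test. Both thresholds were passed by *hoxd1*, with log2 fold changes of −3.08 (standard error 0.262, adjusted p = 0.00058) in the knockdown and 3.35 (standard error 0.281, adjusted p = 0.00087) after reinstatement, by *msx1* (ENSXETG00000016052), with −1.50 (standard error 0.197, adjusted p = 0.015) and 1.84 (standard error 0.219, adjusted p = 0.012), and by *msgn1* (ENSXETG00000015571), with −2.72 (standard error 0.432, adjusted p = 0.053) and 2.85 (standard error 0.466, adjusted p = 0.059). Others, among them *sp5*, *fzd10*, *ventx1.2*, *xarp*, *cdx4* and *cdx2*, passed the threshold only after reinstatement. Their adjusted p-values in the knockdown ran from 0.106 for *ventx1.2* to 0.382 for *cdx2*. Of the shortlist, *gbx2.2*, *neurog1*, *xmcl1* and *xmcl2* passed neither, with adjusted p-values after reinstatement of 0.102, 0.227, 0.231 and 0.164.

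The extent of the knockdown differed widely between the genes, from 11.9% of the mean control CPM left for *hoxd1* to 71.0% for *xarp*. After reinstatement the means lay between 97.0% of the controls (*neurog1*) and 177.1% (*cdx2*). With the replicate number as a block all 14 genes passed both thresholds, and 17 genes outside the shortlist did as well. DESeq2 without the block also placed all 14 genes in the overlap, with *pnhd* and *mespb* in addition. Estimating the spread only from the samples compared left 2 of the 14 in the overlap, and leaving out 1 sample at a time left 2 to 4. The paper takes the genes affected in both comparisons as its high-confidence shortlist.

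**Figure D2:**
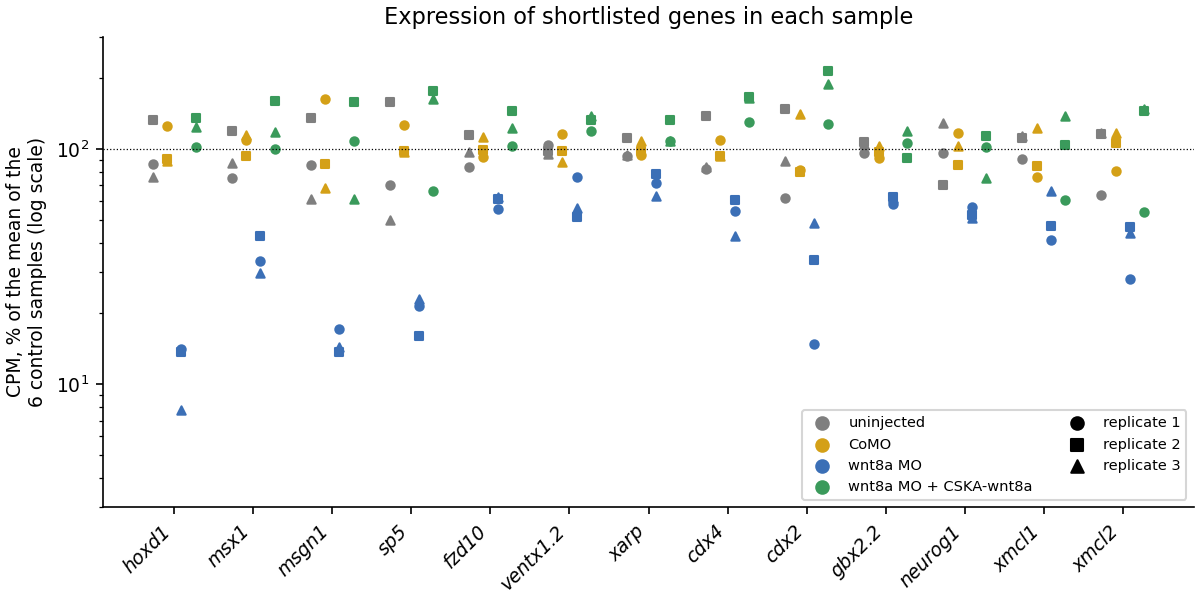
Expression of genes of the shortlist in each of the 12 samples, as CPM in percent of the mean of the 6 control samples on a log axis. The dotted line marks 100%, colours give the group and symbols the replicate number. The knockdown means lie between 11.9% (*hoxd1*) and 71.0% (*xarp*), with every knockdown sample below every control sample, and the reinstated means between 97.0% and 177.1%.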

This resulted in a shortlist of 14 high-confidence *wnt8a* positively regulated genes, which have reduced expression in *wnt8a* knockdown and are increased upon Wnt8a reinstatement. This included two uncharacterised genes (*ENSXETG00000010483* and *ENSXETG00000030701*), which showed strong sequence similarity to each other and resembled *Xenopus laevis marginal coil* (*xmc*, Fig. S4). 

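The first of these, ENSXETG00000010483, lies on scaffold GL173129.1 of JGI 4.2 from 103125 to 104684 on the minus strand. It had 30.2 ± 5.56 CPM in the controls (SD, n = 6), 15.5 ± 4.01 CPM in the knockdown and 30.5 ± 11.7 CPM after reinstatement (SD, n = 3 each). Expression of ENSXETG00000030701 was lower, at 8.78 ± 2.00 CPM in the controls (SD, n = 6), 3.48 ± 0.883 CPM in the knockdown and 10.2 ± 4.72 CPM after reinstatement (SD, n = 3 each). In the knockdown their log2 fold changes were −0.957 (standard error 0.257, adjusted p = 0.49) and −1.33 (standard error 0.342, adjusted p = 0.40) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After reinstatement they were 0.973 (standard error 0.288, adjusted p = 0.23) and 1.54 (standard error 0.380, adjusted p = 0.16) in the same test. The spread between the reinstated samples was wide for both, since sample 1 reached only 18.4 and 4.71 CPM. The replicate block brought the adjusted p-values to 0.0034 and 0.0026 in the knockdown and to 0.0057 and 0.0022 after reinstatement, with nearly the same fold changes. DESeq2 with the block moved them most, to 1.2e-10 and 2.9e-11 in the knockdown. Because the sequences are similar, reads that match both genes may have been dropped or split by the authors' counting, and the separate values of the genes are uncertain to that extent.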

We therefore named *ENSXETG00000010483 xmc-like 1* (*xmcl1*) and *ENSXETG00000030701 xmc-like 2* (*xmcl2*). Applying the same restrictive criteria for shortlisting suggested only one gene, *apt12a*, to be negatively regulated by Wnt8a signalling (Fig. 2B).

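Expression of *atp12a* (ENSXETG00000015190) was 729.0 ± 35.0 CPM in the controls (SD, n = 6), 877.5 ± 23.6 CPM in the knockdown and 647.8 ± 81.9 CPM after reinstatement (SD, n = 3 each). Every knockdown sample lay above every control sample (exact permutation test, p = 0.0119, the smallest possible) and above every reinstated sample (p = 0.1, also the smallest possible in the exact permutation test). The paper chose the gene for these changes in the same samples, so these p-values are no independent test. The differences were small, with a log2 fold change of 0.267 in the knockdown (standard error 0.0831, adjusted p = 0.74) and −0.438 after reinstatement (standard error 0.0971, adjusted p = 0.12), neither of them past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block the adjusted p-values were 0.155 and 0.014. DESeq2 without the block gave 0.26 and 0.0047. The values moved most with DESeq2 and the block together, to 0.044 in the knockdown and 0.00026 after reinstatement, the only setting that put both past the threshold. The paper shortlists this gene as the only candidate for negative regulation by Wnt8a signalling.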

All 14 *wnt8a* positively regulated genes were successfully validated (Fig. 2C). They were all shown to be expressed at the early gastrula stage when assayed by quantitative reverse transcription PCR (RT-qPCR) and, as expected, their expression was dependent on *wnt8a* function, although clearly to different degrees. However, the one gene that was apparently negatively regulated could not be validated. Therefore, consistent with the expected major role of Wnt signalling, we find that Wnt8a signalling mainly positively controls gene expression in early gastrula embryos and we proceeded to focus on *wnt8a* positively regulated genes. 

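Among genes past the threshold in the RNA-seq data, 12 were lower and 5 higher in the knockdown, and 33 were higher and 14 lower after reinstatement (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 samples per group). Positive regulation in both comparisons was seen for 3 genes and negative regulation in both for 0. In every other fit the overlap was also larger on the positive side. It held 16 genes against 1 with DESeq2, 31 against 4 with the replicate block and 42 against 11 with DESeq2 and the block, the setting that brought the most negative candidates. When each sample was left out in turn, 2 to 4 genes remained on the positive side and 0 on the negative side. The single lists were less one-sided than the overlap, with 1202 higher and 1091 lower genes after reinstatement when the replicate block was used. From the overlap and the failure of its only negative candidate in RT-qPCR, the paper concludes that Wnt8a signalling mainly controls gene expression positively at this stage.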

Expression of ten of the *wnt8a* positively regulated genes was detectable by whole-mount RNA *in situ* hybridisation in a pattern consistent with the expected signalling range of *wnt8a*-expressing cells mostly in the ventral and lateral prospective mesoderm, and, additionally, this expression was confirmed to be dependent on *wnt8a* function, but again clearly to varying degrees (Fig. 2D).

### Identification of direct *wnt8a* target gene loci

By combining the β-catenin ChIP-seq and the *wnt8a*-regulated transcriptome datasets, we identified 13 from our shortlist of 14 and 179 from our longlist of 274 *wnt8a*-regulated genes among the 5193 genes associated with β-peaks (Fig. 3A; see also examples in Fig. S5 and Table S3). 

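Of the 14 genes of the shortlist, 13 have at least 1 assigned β-peak, *xmcl2* having none. All 33 genes that were higher after reinstatement had a β-peak (100%, Wilson 95% confidence interval 89.6 to 100%), against 3798 of the 11568 other tested genes (32.8%, Fisher's exact test, p = 1.2e-16). These 33 include *wnt8a* itself, with 6 β-peaks, whose rise may come from the injected CSKA-wnt8a. In the longer list of DESeq2, 160 of the 227 genes that edgeR also tested had a β-peak (70.5%, 64.2 to 76.0%, Fisher's exact test, p = 2.7e-31), leaving 68 of all 228 without. When the replicate number was a block the share fell to 596 of 1202 genes (49.6%, 46.8 to 52.4%), close to the lowest value of 49.1% with DESeq2 and the block, but it still exceeded the 31.1% of the other genes (Fisher's exact test, p = 4.9e-36). When only peaks with an IDR below the median counted, 31 of the 33 genes kept a β-peak. Of the genes that were lower after reinstatement, 3 of 14 had a β-peak (21.4%, Fisher's exact test, p = 0.57), and 330 of 1091 with the block, less than the other genes (30.2% against 33.3%, Fisher's exact test, p = 0.042). Of the genes lower in the knockdown, 5 of 12 had a β-peak (41.7%, Fisher's exact test, p = 0.55), too few genes to exclude an excess. DESeq2 without the block gave 22 of 52 (42.3%, Fisher's exact test, p = 0.18). The block gave an excess, at 43 of 95 (45.3% against 32.9%, Fisher's exact test, p = 0.015). So did DESeq2 with the block, at 73 of 162 (45.1%, Fisher's exact test, p = 0.0013). An excess was also seen for genes higher in the knockdown, with 34 of 68 (50.0%, Fisher's exact test, p = 0.0041) with the block, 15 of 27 (55.6%, p = 0.022) with DESeq2 and 67 of 129 (51.9%, p = 1.1e-05) with DESeq2 and the block, while the main fit had 1 of 5. By defining genes with both a β-peak and a response to *wnt8a* as direct, the paper arrives at its lists of direct Wnt8a/β-catenin target genes.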

By definition, we considered these 13 and 179 genes as our shortlist and longlist of direct Wnt8a/β-catenin target genes, respectively (Table S3).

**Fig. 3.**
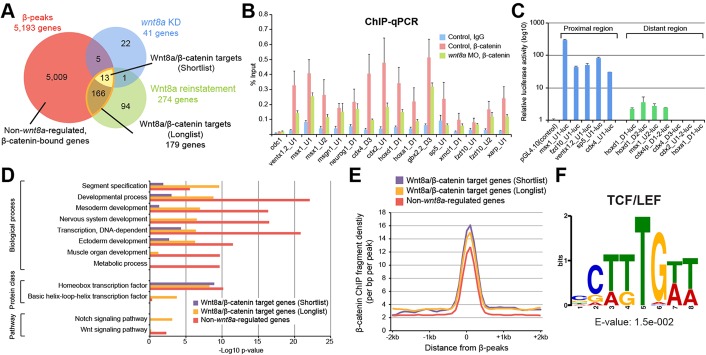
**Integrating β-catenin ChIP-seq and RNA-seq analysis to identify direct Wnt8a/β-catenin target genes.** (A) Venn diagram illustrating overlap between genes near β-peaks (red) and the *wnt8a* positively regulated genes (as in Fig. 2B). Note that from among the longlist of 274 potential *wnt8a*-regulated genes, 179 are associated with identified β-peaks (amber border around lens-shaped area), representing the longlist of probable direct Wnt8a/β-catenin target genes. Also note that all but one (*xmcl2*) of the validated shortlist of *wnt8a* positively regulated genes are among these and therefore represent the shortlist of 13 direct Wnt8a/β-catenin target genes (yellow). Also note that the majority of gene loci near β-peaks are not correlated with *wnt8a*-regulated genes and, conversely, that more than one-third of *wnt8a*-regulated genes in the longlist are not associated with identified β-peaks (most likely representing indirect *wnt8a* targets). (B) β-catenin ChIP-qPCR of identified β-peaks of our shortlist in chromatin extracted from control (uninjected) and *wnt8a* MO-injected embryos. Note that β-catenin association is reduced in the *wnt8a* loss-of-function experiment for most of the 15 β-peaks analysed. IgG antibodies were used as control. Error bars represent s.e.m. of three to five biological replicates. (C) Luciferase assays of reporter constructs containing sequences near identified β-peaks of *wnt8a*-regulated genes. Error bars represent s.d. of three biological replicates. (D) GO analysis suggests that β-peak-associated genes tend to encode transcription factors and also cell-to-cell signalling components, and to function in developmental processes, with different emphasis between *wnt8a*-regulated (purple and amber) and non-regulated genes (red). (E) DNA occupancy level of β**-**catenin around the peak summit shows higher enrichment in direct Wnt8a/β-catenin target gene loci [shortlist (purple) and longlist (amber)] compared with non-*wnt8a*-regulated genes (red). Read density was analysed using HOMER (bin size 100 bp). (F) TCF/LEF consensus motif is enriched under all 58 β-peaks associated with all 13 shortlisted Wnt8a/β-catenin target genes.

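No β-peak in the list has *xmcl2* (ENSXETG00000030701) as its closest gene. Its relative *xmcl1* (ENSXETG00000010483) has 1, on scaffold GL173129.1 from 102481 to 102973, with the summit 1808 bp downstream of the TSS and beyond the 3′ end of the gene. Its IDR of 0.00450898 makes it one of the weaker peaks, with a strength of 2.35 on the −log10 scale against a median of 3.78 (no replicates). When only the peaks with an IDR below the median were kept, *xmcl1* lost its β-peak too and 12 of the 14 genes kept one. The other 12 genes of the shortlist have between 2 and 9 β-peaks each. Where the files place *xmcl2* in the genome is not given, since positions are listed only for genes with a β-peak.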

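Of the 5193 genes with a β-peak, 3831 were expressed highly enough to be tested in the RNA-seq data and 1362 were not. Without the block, 5158 of the 5193 genes (99.3%) were neither higher after reinstatement nor lower in the knockdown in edgeR's quasi-likelihood test. With DESeq2 this number was 5026 (96.8%), and with the replicate block it fell to 4578 (88.2%). The lowest value, 4537 (87.4%), came from DESeq2 with the block. Of the genes higher after reinstatement, 0 of 33 had no β-peak in edgeR's quasi-likelihood test without the block, 68 of 228 had none with DESeq2 and 606 of 1202 (50.4%) had none with the block. The paper reads the genes without a β-peak as most likely indirect targets of *wnt8a*.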

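The 13 genes of the shortlist that have β-peaks have 58 of them in all, between 1 (*xmcl1*) and 9 (*msx1* and *xarp*) per gene, with a median of 4 and a mean of 4.46. Genes with a β-peak outside the lists have a mean of 2.00. Of the 58 summits, 34 lie upstream and 24 downstream of the TSS, at positions from −52655 to 56590 bp, and 7 lie within 1 kb upstream. Their strength, as −log10 of the IDR, ranges from 2.03 to 6.61 with a median of 4.76, compared with 3.77 for the β-peaks of genes outside the lists (permutation test of the difference in medians, p = 0.00017). That test treats the β-peaks of a gene as independent. Taking the strongest peak of each gene in place of all its peaks widened the difference from 0.994 to 1.47. Averaging over the peaks of each gene narrowed it to 0.660 (permutation test, p = 0.10). A gene with more peaks has more chances of a strong one, and strength was not matched for their number. The sequences under the peaks are not in the files analysed here, so the TCF/LEF motif was not counted.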

We performed ChIP-qPCR analysis to examine whether Wnt8a signalling, as expected, controls β-catenin recruitment to the CRMs of Wnt8a/β-catenin targets. Knockdown of endogenous *wnt8a* resulted in reduction of β-catenin binding compared with the control, confirming that β-catenin association with these 13 shortlisted *wnt8a* target gene loci was dependent on *wnt8a* function (Fig. 3B). To assess the transcriptional activity of the β-peaks, we selected five β-peak elements from proximal regions just upstream of the TSS and seven from more distant regions, and tested them in luciferase reporter assays (Fig. 3C). All β-peak sequences from proximal regions strongly induced expression of the luciferase reporter (greater than 10-fold compared with a control vector), and four out of the seven distant β-peak sequences activated a heterologous basal promoter driving luciferase expression with weaker activity. Taken together, these results support the conclusion that the identified β-peak genomic regions control β-catenin-mediated transcription in response to Wnt8a signalling.

Approximately one-third of apparently *wnt8a*-regulated genes were devoid of any identifiable associated β-peak. These 94 genes were found in the Wnt8a reinstatement condition and might therefore be expressed due to Wnt8a overexpression. 

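Without the block, none of the 33 genes higher after reinstatement was devoid of a β-peak in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 samples per group), with a Wilson 95% confidence interval of 89.6 to 100% for the share that had one. In the list of DESeq2, 68 of the 228 genes had no β-peak. The fit with the replicate block raised the number most among the edgeR fits, to 606 of 1202 genes (50.4%), and DESeq2 with the block gave 638 of 1254. Genes without a β-peak thus entered the list as it grew toward smaller changes. Among the 50 genes with the strongest evidence of a rise after reinstatement, 94.0% had a β-peak, compared with 61.3% of those ranked 51 to 200 and 49.4% of those after them up to rank 1000. The *wnt8a* transcript itself stood above its normal level after reinstatement, at 270.4% of the CPM of the controls (log2 fold change 1.44, standard error 0.0829, adjusted p = 1.5e-05 in the same test). This includes endogenous transcript, whose use the MO hinders and which stood at 123.8% of the controls in the knockdown. How far Wnt8a itself exceeded its normal level is therefore unknown. From their appearance in the reinstatement condition, the paper reasons that the genes without a β-peak might be expressed because of Wnt8a overexpression.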

They might represent genes indirectly regulated by Wnt/β-catenin signalling or by β-catenin-independent Wnt signalling mechanisms, but we did not analyse them further in the current study. Because Wnt8a signalling in the prospective ventral mesoderm is mediated by the β-catenin-dependent pathway (Hamilton et al., 2001), we instead investigated two classes of β-catenin-associated genes: the direct Wnt8a/β-catenin target genes described above (i.e. the 13 and 179 genes of the shortlist and longlist, respectively) and 5009 β-catenin-bound but non-*wnt8a*-regulated genes (see also examples in Fig. S5E,F). 

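Counted from the deposited files, the classes hold 13 genes of the shortlist, 33 genes of the longlist and 5155 non-regulated genes with a β-peak. The last are in neither list and were not lower in the knockdown, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 the longlist with a β-peak has 160 genes and the non-regulated class 5026. Among the edgeR fits the replicate block moves the classes most, to 596 and 4578 genes. The class of non-regulated genes includes the 1362 genes with a β-peak whose counts were too low to be tested. For these a response to *wnt8a* was not detectable at this depth. The paper compares the classes in order to learn how Wnt/β-catenin target genes are regulated.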

We anticipated that comparing these two classes of genes would provide additional insight into how Wnt/β-catenin target genes are regulated.

First, we performed gene ontology (GO) analysis to identify whether these different classes are predicted to function in different biological processes (Fig. 3D). Our analysis showed, however, that the different classes are enriched for similar developmental processes, such as mesoderm development, and also that they both mainly contain genes encoding transcription factors, such as homeobox genes. Despite these similarities, they show some differences (compare purple and amber with red bars in Fig. 3D); in particular, the non-*wnt8a*-regulated genes show an even higher association with metabolic and later developmental processes (e.g. muscle, neural and non-neural ectoderm development) (see Discussion).

Next, in order to identify context-specific Wnt signalling mechanisms, we characterised the genomic sequences under the β-peaks of Wnt8a/β-catenin target genes when compared with β-catenin-bound but non-*wnt8a*-regulated genes. As shown above, all β-peaks were generally found to be enriched around TSSs (Fig. 1E); however, compared with non-*wnt8a*-regulated genes (10.1%), we found that *wnt8a*-regulated genes (30.7%) and particularly our shortlist (53.8%) exhibited an even higher enrichment of β-peaks within 1 kb regions upstream of the TSS. 

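A β-peak within 1 kb upstream of the TSS was present at 7 of the 13 genes of the shortlist (53.8%, Wilson 95% confidence interval 29.1 to 76.8%). For the 33 genes higher after reinstatement in edgeR's quasi-likelihood test the number was 18 (54.5%, 38.0 to 70.2%), and for genes that were in neither of these lists and not lower in the knockdown it was 541 of 5155 (10.5%, 9.7 to 11.4%). The 18 include *wnt8a* itself, whose rise may come from the injected CSKA-wnt8a. Both lists differed from the non-regulated genes (Fisher's exact test, p = 0.00014 for the shortlist and 6.5e-10 for the longlist), whereas the intervals of the shortlist and the longlist overlap almost entirely. Of the 33 genes, 10 belong to the shortlist as well, so the lists are not independent of each other. The share of the longlist depended on how the list was drawn. With the 160 genes from DESeq2 it was 35.6% (28.6 to 43.3%) against 10.0% of the non-regulated genes, and with the 596 genes from the fit with the replicate block it was 23.8% (20.6 to 27.4%) against 9.1%, in each case above the non-regulated genes (Fisher's exact test, p = 1.6e-17 and 1.0e-22). For the shortlist, counting peaks in place of genes changed the result most, since 7 of its 58 β-peaks (12.1%) lie within 1 kb upstream, compared with 550 of 10295 (5.3%, Fisher's exact test, p = 0.035). From these shares the paper concludes that regulated genes, and the shortlist in particular, are more enriched for β-peaks just upstream of the TSS.

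**Figure D3:**
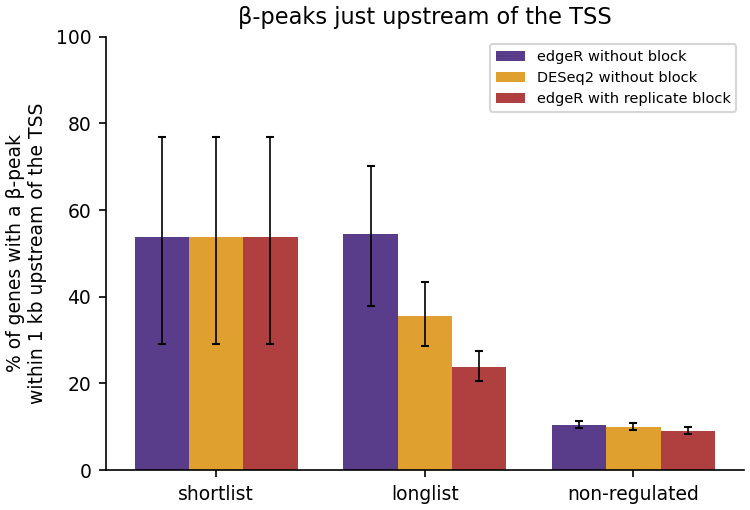
Percentage of genes with a β-peak that have one within 1 kb upstream of the TSS (vertical axis), for the shortlist, the longlist and non-regulated genes, with Wilson 95% confidence intervals as error bars. Colours give the fit that the longlist was taken from. The longlist falls from 54.5% to 35.6% and 23.8% as it grows from 33 to 160 and 596 genes, while the non-regulated genes stay between 9.1% and 10.5%.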

In addition, Wnt8a/β-catenin target genes tend to have more clearly defined β-peaks than the non-*wnt8a*-regulated gene class (Fig. 3E; see examples in Fig. S5A,B,E,F). 

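The list of peaks gives no read density, and the strength of the strongest β-peak of each gene was compared in its place as −log10 of the IDR. Its median was 5.64 for the 13 genes of the shortlist and 5.62 for the 33 genes of the longlist, against 4.17 for the 5155 non-regulated genes. The differences of 1.47 (permutation test, 100000 resamples, p = 0.0067) and 1.45 (permutation test, p = 5e-05) exceed what random draws of genes give, although the ranges overlap, with quartiles of 2.94 and 5.15 among the non-regulated genes. With the longlist from the fit with the replicate block the difference was 0.808 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). The alternative that weakened the comparison most was to average over the β-peaks of a gene, after which the shortlist exceeded the non-regulated genes by 0.660 (permutation test, p = 0.10). Strength was not matched for the number of β-peaks, which was larger in the shortlist (mean 4.46 against 2.00). Part of its difference in the strongest peak may therefore come from that number. There is 1 pooled library and therefore no replicate error for any peak. The paper takes the higher occupancy around the summits of target genes (Fig. 3E) as evidence of more clearly defined β-peaks.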

Therefore, these two classes of β-catenin-associated genes exhibit subtly different levels and relative genomic locations of β-catenin recruitment. However, *de novo* motif discovery among β-peaks associated with these *wnt8a*-regulated or non-regulated genes uncovered essentially the same motifs among their β-peaks (Fig. S6). Therefore, these other motifs in *wnt8a*-regulated and non-regulated genes appear to exist more generally in β-peaks, implying they are not involved in regulating context-specific *wnt8a* target gene expression. Interestingly, the TCF/LEF motif was the only shared sequence motif found among all 13 genes of the shortlist (Fig. 3F), suggesting that TCF/LEF motif-dependent actions might constitute the only shared mechanism regulating context-specific *wnt8a* target gene expression (see below).

Together, this analysis suggests subtle quantitative, but no obvious qualitative, differences between *wnt8a*-regulated and non-*wnt8a*-regulated β-catenin-associated loci.

### β-catenin-chromatin association is not sufficient for transcriptional regulation of direct Wnt target genes

We had discovered β-catenin-associated loci in gastrula embryos that were not transcriptionally regulated by *wnt8a* function. We speculated whether these β-catenin-associated loci could represent Wnt target genes regulated in other tissues and at other stages. Conversely, we wondered whether our *wnt8a* target loci would bind β-catenin yet remain refractive to transcriptional regulation by Wnt signalling in a different developmental context. For that reason we investigated whether the identified *wnt8a* target genes have any potential to respond to earlier maternal Wnt signalling (see Fig. S1).

We experimentally induced ectopic and enhanced activation of maternal Wnt signalling and examined the expression of several *wnt8a* target genes by RT-qPCR in blastula embryos at the MBT (Fig. 4A), as well as the known maternal Wnt targets *sia1* (Brannon et al., 1997) and *nodal3.1* (also known as *Xnr3*; McKendry et al., 1997) as controls. Enhanced activation of maternal Wnt signalling significantly increased expression of the maternal targets, as expected, but did not change expression of *wnt8a* target genes (Fig. 4A). This is consistent with the established idea that the *wnt8a* target genes represent ventral mesoderm-specific zygotic Wnt targets. However, β-catenin ChIP analysis revealed that, remarkably, β-catenin is associated with both maternal Wnt and *wnt8a* target gene loci in pre-MBT embryos (100-cell stage), when β-catenin is regulated by maternal Wnt signal and well before the onset of zygotic Wnt8a signalling (Fig. 4B, pink). Furthermore, the β-catenin occupancy increased with enhanced maternal Wnt activity (Fig. 4B, green). This observation was confirmed by pharmacological activation of maternal Wnt signalling activity with BIO (Fig. S7). β-catenin binding was reduced following experimental inhibition of endogenous maternal Wnt signalling (Fig. 4B, purple). This result clearly shows that maternal Wnt signalling controls β-catenin recruitment before the MBT not only to maternal Wnt target genes but also to *wnt8a* target loci. Thus, there appears no obvious qualitative difference in β-catenin recruitment between maternal Wnt target genes and *wnt8a* target genes.

**Fig. 4.**
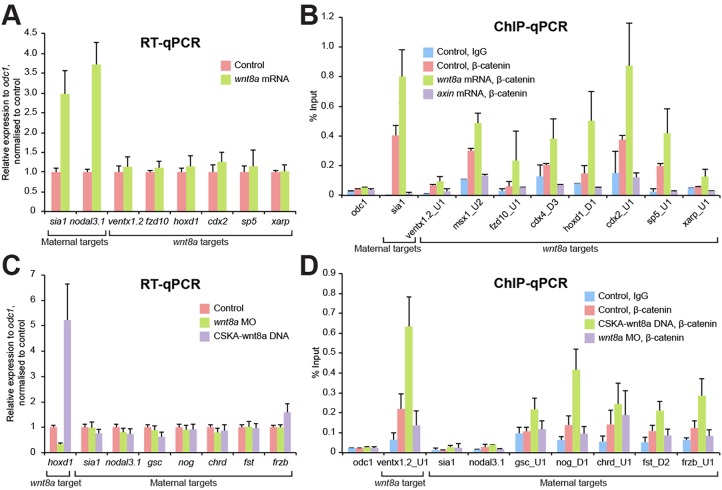
**β-catenin recruitment is not sufficient for transcriptional regulation.** (A,B) Maternally activated Wnt/β-catenin signalling regulates transcription of only context-specific maternal Wnt/β-catenin target genes. Experimental enhancement of maternal Wnt signalling, by injection of *wnt8a* mRNA at the two- to four-cell stage, increases expression of the maternal Wnt targets *sia1* and *nodal3.1* when analysed at the MBT, compared with the uninjected control (A). By contrast, expression levels of *wnt8a* target genes remain unchanged. However, β-catenin binding increases at both maternal Wnt target and zygotic *wnt8a*-regulated target loci at the 1000-cell stage (B). Note that the reduction of β-catenin binding following injection of *axin* mRNA indicates that maternally regulated endogenous β-catenin associates with not only maternal Wnt target genes but also zygotic *wnt8a* target genes. (C,D) Zygotically activated β-catenin controls the expression of only zygotic *wnt8a* targets. *wnt8a* MO or CSKA-wnt8a DNA were injected at the two- to four-cell stage and gene expression and β-catenin binding were analysed at the early gastrula stage. Knockdown of *wnt8a* reduces, and zygotic activation of Wnt8a signalling increases, expression of the *wnt8a* target *hoxd1*, as a control. Whereas *wnt8a* knockdown or overexpression does not affect the expression of maternal Wnt-regulated genes (C), overactivation of Wnt8a signalling increases β-catenin binding to some maternal Wnt-regulated loci (D) but not to the well-characterised direct maternal Wnt target genes *sia1* and *nodal3.1*. Error bars indicate s.d. and s.e.m. of three biological replicates for RT-qPCR and ChIP-qPCR, respectively.

Conversely, as expected, the transcription of genes known to be regulated by maternal Wnt signalling (Brannon et al., 1997; Crease et al., 1998; Wessely et al., 2001) remained unaffected by either *wnt8a* knockdown or experimentally enhanced Wnt signalling activity in gastrula embryos (Fig. 4C). However, β-catenin ChIP analysis in the same experiment revealed differences among maternal Wnt-regulated gene loci; for some (*gsc*, *nog*, *chrd*, *fst* and *frzb*), levels of β-catenin binding were increased by experimentally enhanced Wnt8a activity in gastrula embryos (Fig. 4D, green), similar to *wnt8a* targets (e.g. *ventx1.2*); whereas others (*sia1* and *nodal3.1*) were neither associated with endogenous β-catenin nor with experimentally activated β-catenin in gastrula embryos (Fig. 4D; see Table S4 for β-peaks of maternal Wnt-regulated gene loci). Together, these results demonstrate in two different developmental contexts that Wnt-regulated β-catenin association is not sufficient for transcriptional activation.

### Context-specific expression of *wnt8a* target genes is regulated by BMP and FGF signalling subsequent to β-catenin recruitment

Beyond the expected TCF/LEF motifs, *de novo* motif discovery among *wnt8a* target genes failed to identify further shared enriched motifs. We therefore sought to test earlier proposed hypotheses that combinatorial signalling underlies the context-specific expression of *wnt8a*-regulated genes. It has previously been suggested that, among our *wnt8a*-regulated genes, *ventx1.2* is co-regulated by BMP signalling (e.g. Hoppler and Moon, 1998). To investigate whether co-regulation by Wnt and BMP signalling represents a shared mechanism for regulating context-specific expression of *wnt8a* targets (reviewed by Itasaki and Hoppler, 2010), we examined the requirement of BMP signalling for *wnt8a* target gene regulation by blocking the BMP pathway while maintaining constant levels of Wnt8a signalling. We found that the expression of another four genes, in addition to *ventx1.2*, is dependent on BMP signalling (Fig. 5A), but, importantly, not that of all 13 genes in the shortlist. Thus, although decisive for context-specific expression of some genes in this tissue, BMP signalling is not an indispensable element of any general mechanism for context-specific regulation of *wnt8a* target genes.

**Fig. 5.**
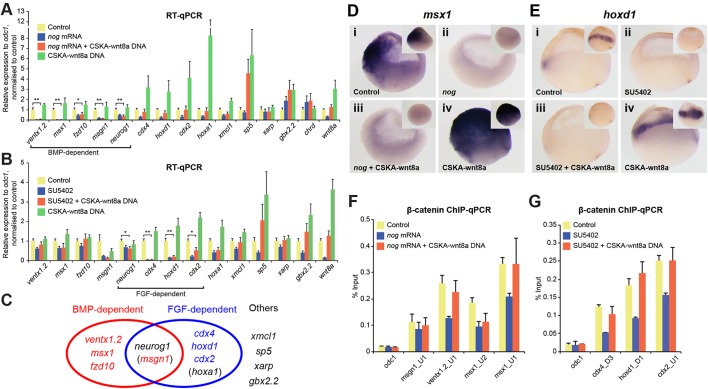
**BMP or FGF signalling is required for *wnt8a* target gene expression but not for β-catenin recruitment.** (A) BMP signalling is required for context-specific transcriptional regulation by Wnt8a signalling, but only of some *wnt8a* target genes. Two- to four-cell stage embryos were injected with BMP antagonist *noggin* (*nog*) mRNA. CSKA-wnt8a DNA was injected additionally to reinstate Wnt8a expression (as endogenous *wnt8a* expression is itself regulated by BMP signalling). Expression was analysed by RT-qPCR at the early gastrula stage. When BMP signalling is blocked, expression of BMP-dependent genes remains reduced even when Wnt8a expression is reinstated. (B) FGF signalling is required for context-specific transcriptional regulation by Wnt8a signalling, but only of some *wnt8a* target genes. Embryos were treated with the FGFR inhibitor SU5402 from the 1000/2000-cell stage through the early gastrula and injected where indicated with CSKA-wnt8a DNA at the two- to four-cell stages (to reinstate Wnt8a expression, as endogenous *wnt8a* expression is itself regulated by FGF signalling). When FGF signalling is inhibited, expression of FGF-dependent genes remains reduced, even when Wnt8a expression is reinstated. (C) *wnt8a* targets can therefore be classified into BMP-dependent or FGF-dependent genes. Note that some genes belong to both groups and others are neither BMP nor FGF dependent. (D,E) *In situ* hybridisation shows expression of *msx1* (D) and *hoxd1* (E) in sagittal sections and lateral views (insets) of control uninjected and experimentally manipulated embryos as indicated (dorsal to the right). (F) BMP signalling is not required for *wnt8a-*regulated β-catenin recruitment to BMP-dependent *wnt8a* target gene loci. Embryos were treated as in A and analysed by β-catenin ChIP-qPCR at the early gastrula stage. (G) FGF signalling is not essential for *wnt8a-*regulated β-catenin recruitment to FGF-dependent *wnt8a* target gene loci. Embryos were treated as in B and analysed by β-catenin ChIP-qPCR at the early gastrula stage. Uninjected, untreated embryos were used as controls in A,B,D-G. *P<0.1, **P<0.05; two-tailed Student's *t*-test. Error bars represent s.d. of four biological replicates (A,B) or s.e.m. of three biological replicates (F,G). Note that *wnt8a* gene expression itself was decreased by BMP or FGF pathway inhibition (*wnt8a* blue bars in A,B) but restored by co-injection of CSKA-wnt8a DNA (*wnt8a* orange bars in A,B) compared with controls (*wnt8a* yellow bars in A,B), and that higher *wnt8a* expression levels with CSKA-wnt8a DNA (*wnt8a* green bars in A,B) reflect both expression of endogenous *wnt8a* and expression from CSKA-wnt8a DNA, resulting in upregulation of several *wnt8a* target genes (in A,B).

Among our other *wnt8a* targets, *cdx4* had been shown to be co-regulated by FGF signalling (Haremaki et al., 2003). To examine whether other *wnt8a* targets are similarly co-regulated by FGF signalling, we analysed *wnt8a* target gene expression while inhibiting the FGF pathway under constant levels of Wnt8a signalling. Interestingly, compared with the BMP experiments, a largely distinct subset of *wnt8a* target genes was found to be FGF dependent (Fig. 5B). These results suggest that *wnt8a*-regulated genes can be categorised into at least two different groups based on co-regulation by different signalling pathways (Fig. 5C), and that there is therefore no collectively shared context-specific Wnt8a signalling mechanism that prevails in the ventral prospective mesoderm of gastrulae.

Since the BMP and FGF pathways are activated in different regions of early gastrulae (Fig. S8A) (Schohl and Fagotto, 2002), we examined whether contexts in which *wnt8a* target genes are regulated by these two pathways are spatially restricted. We performed whole-mount *in situ* hybridisation of several BMP-dependent or FGF-dependent *wnt8a* targets. Expression of the BMP-dependent *wnt8a* target gene *msx1* was detected in the prospective ectoderm and mesoderm and, as expected, it was significantly reduced in both tissues when BMP signalling was inhibited (Fig. 5D). Experimentally enhanced Wnt8a activity increased the expression in both tissues only when endogenous BMP signalling was active (similar results are shown for *fzd10* in Fig. S8B). On the other hand, the FGF-dependent *wnt8a* targets *hoxd1* (Fig. 5E) and *cdx2* (Fig. S8C) are expressed more exclusively in prospective mesoderm (the marginal zone). Blocking FGF signalling decreased their expression in prospective mesodermal cells. Activation of Wnt8a signalling did not reinstate their expression when FGF signalling was blocked, but did cause strongly induced expression of both genes when endogenous FGF signalling was active, specifically in the marginal zone. These results suggest that the BMP and FGF pathways provide different, spatially restricted contexts where *wnt8a* target genes can be activated in response to Wnt8a signalling; however, their respective spatially restricted contexts overlap in the prospective mesoderm.

We uncovered one shared aspect of gene regulation of these context-specific *wnt8a* targets. Since BMP and FGF signalling are required for normal *wnt8a* target gene regulation, we wondered whether these signalling mechanisms would regulate β-catenin recruitment to these *wnt8a* target loci. We observed, however, that β-catenin is still able to bind to *wnt8a* target loci at comparable levels to controls even when BMP or FGF signalling is inhibited, provided constant levels of Wnt8a signalling are maintained (Fig. 5F,G). This demonstrates that neither BMP nor FGF signalling restricts β-catenin recruitment to WREs. Rather, our results suggest that context-specific transcriptional regulation of *wnt8a* targets by the BMP or FGF pathway takes place in addition, and subsequent, to Wnt-regulated β-catenin binding to cis-regulatory sequences associated with these genes.

## DISCUSSION

### β-catenin is required but not sufficient for Wnt-regulated transcriptional activation

The interaction of nuclear β-catenin with target genomic loci has been shown to be sufficient to activate target gene transcription for many specific examples studied in a variety of tissues and experimental systems (recently reviewed by Zhang and Cadigan, 2014). Our results, however, demonstrate that chromatin association of β-catenin does not necessarily imply transcriptional activation. This is also consistent with data from a cell culture model of colorectal cancer demonstrating chromatin association of β-catenin near to many genes that are not regulated by β-catenin function (Watanabe et al., 2014). Our study is the first to investigate this phenomenon and to provide evidence that β-catenin binding to target loci can be Wnt regulated even in embryonic contexts, in which these genes are not transcriptionally Wnt responsive (Fig. 4). Furthermore, we uncover that molecular mechanisms (e.g. BMP or FGF pathways) required for context-specific transcriptional regulation of direct target genes do not influence the Wnt-regulated chromatin association of β-catenin (Fig. 5).

These unexpected mechanistic findings suggest a more general paradigm for Wnt-regulated transcriptional mechanisms. Thus, chromatin association of β-catenin, even to functional WREs, is only productive for Wnt signalling-regulated transcriptional activation in the appropriate developmental context (Fig. 6). This new insight helps explain why we identify chromatin association of β-catenin near many genes that are not overtly transcriptionally regulated by the Wnt signalling mechanism operating at this stage (Fig. 3). Taken at face value, this would suggest that β-catenin ChIP-seq analysis is not of sufficient use on its own for detecting direct transcriptionally Wnt-regulated target genes, and it raises questions about the biological significance of apparently widespread β-catenin binding across the genome.

**Fig. 6.**
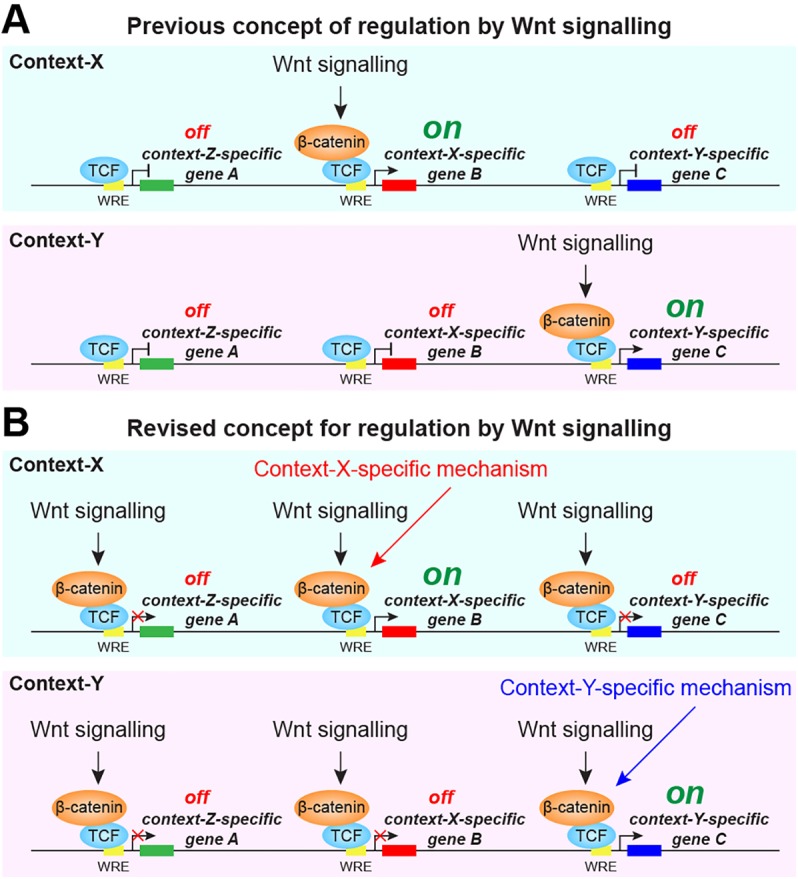
**Model for context-specific Wnt/β-catenin target gene regulation.** (A) In the previous concept established from studies of individual genes, Wnt signalling specifically controls β-catenin recruitment to the Wnt-response element (WRE) of context-specific target genes and leads to their transcription (e.g. *gene B* in the context-X). (B) In the revised concept from our studies, Wnt-regulated β-catenin recruitment takes place at numerous loci. Transcriptional activation at those loci is conditional on context-specific mechanisms (e.g. a context-X-specific mechanism for *gene B* in context-X).

### Molecular mechanisms regulating context-specific Wnt/β-catenin target gene expression

Identifying direct Wnt8a/β-catenin targets was motivated by our ambition to uncover a unifying mechanism for context-specific Wnt/β-catenin target gene regulation in the ventrolateral prospective mesoderm. We wondered whether it would be possible to predict Wnt-regulated target genes from many β-catenin-bound loci. We found that *wnt8a* targets tend to show stronger and clearer β-catenin binding than non-*wnt8a*-regulated loci (Fig. 3E). While β-peaks generally appear to be enriched close to TSSs (as previously observed by Watanabe et al., 2014), this enrichment is even higher in confirmed *wnt8a* targets. These observations are consistent with the notion that transcriptionally regulated direct target genes exhibit high levels of transcription factor occupancy at nearby binding sites (Biggin, 2011). Although we anticipated that *wnt8a*-regulated genes would share specific DNA sequences under their β-catenin-bound regions, which we hoped would reveal a shared tissue-specific molecular regulatory mechanism, our sequence motif analysis suggested that only TCF/LEF-mediated mechanisms are shared (Fig. 3F). Individual β-catenin-associated genomic sequences contain consensus binding sequences for other transcription factors; however, such sequences are found both in the Wnt8a/β-catenin target genes that we identified and in non-*wnt8a*-regulated loci, and as such are not informative in the context of a shared tissue-specific molecular regulatory mechanism for Wnt/β-catenin target genes in the ventrolateral mesoderm. The presence of regulatory sequences for other transcription factors in some *wnt8a* target loci could indicate additional regulation of these genes, particularly by T-box transcription factors driving mesoderm induction and development in this tissue and at this stage (Gentsch et al., 2013). Overall, these trends do not add up to reliable criteria for predicting *wnt8a*-regulated genes from among all β-catenin-bound genomic loci, let alone Wnt transcriptionally regulated genes more generally.

Since direct target genes of maternal Wnt/β-catenin signalling were shown to be regulated by combinatorial Wnt and Smad2 (Activin/Nodal/TGFβ) signalling (Crease et al., 1998; Laurent et al., 1997), we hypothesized that context-specific *wnt8a* target genes shared an analogous common regulatory mechanism, possibly involving combinatorial signalling with another signalling mechanism. Indeed, we find that combinatorial signalling is important; however, more gene-specific mechanisms are unearthed: some *wnt8a* target genes are co-regulated by BMP, some by FGF signalling. The discovery of several classes of *wnt8a* target genes confirmed that there is no single, collectively shared tissue-specific mechanism for restricting Wnt/β-catenin target gene regulation in the context that we have investigated, and therefore studying these molecular mechanisms would not reveal shared ventral mesoderm-specific processes. This explains our inability to identify any shared motifs beyond potential TCF/LEF binding sequences. However, as expected, all *wnt8a* target genes co-regulated by BMP signalling contain potential Smad1 and Smad4 binding sequences, and all *wnt8a* targets co-regulated by FGF signalling contain potential ETS binding motifs.

### β-catenin binding to Wnt target genes in alternative contexts

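At loci regulated by maternal Wnt signalling, the list of β-peaks from stage 10.25 assigns 6 peaks to *gsc* (ENSXETG00000023328), 6 to *chrd* (ENSXETG00000017290), 5 to *frzb* (ENSXETG00000001339), 2 to *nog* (ENSXETG00000001325) and 2 to *fst* (ENSXETG00000023385). The nearest to the TSS of *gsc* covers 1840072 to 1840549 on scaffold GL172821.1 of JGI 4.2, with its summit at −256 bp and an IDR of 1.67e-06. For *chrd* the nearest covers 844825 to 845378 on GL172768.1, with its summit at −122 bp and an IDR of 2.67e-05. The nearest peak of *frzb* has its summit at −1864 bp (IDR 1.63e-06). Those of *nog* and *fst* lie downstream, at 1873 bp (IDR 6.98e-06) and 6738 bp (IDR 0.000686586). The strongest peak of each of these genes has a −log10 IDR between 5.37 and 5.81, above the median of 3.78 over all β-peaks, and keeps its place when only peaks with an IDR below the median are used. A single peak is assigned to *sia1* (ENSXETG00000009100), with its summit at −11387 bp and an IDR of 0.000314284, which is lost under that stricter limit. None of these values has a replicate error, since the library was pooled. An identifier for *nodal3.1* is not in the files analysed here. By ChIP-qPCR the paper found no association of β-catenin with *sia1* or *nodal3.1* in gastrulae (Fig. 4D). The peak listed for *sia1* is linked to it only as its closest gene. From the other loci the paper reasons that β-catenin can occupy loci whose transcription is regulated at an earlier stage.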

Our β-catenin ChIP-seq analysis at the early gastrula stage found β-peaks at gene loci known to be transcriptionally regulated by maternal Wnt signalling at an earlier stage. However, when zygotic Wnt8a signalling is experimentally activated, β-catenin occupancy increases at these gene loci, but not gene expression. Conversely, we can detect β-catenin binding to *wnt8a* target loci even before the onset of endogenous *wnt8a* expression (Fig. 4). This precocious β-catenin binding to *wnt8a* target loci is regulated by maternal Wnt signalling, but this binding does not cause increased transcriptional expression. These results support our conclusion that chromatin association of β-catenin does not imply Wnt-regulated transcriptional activation and are therefore also consistent with context-specific regulatory mechanisms acting subsequent to Wnt-regulated β-catenin binding, as discussed above.

### Widespread distribution of β-catenin binding

Widespread binding to the genome is common for some DNA-binding transcription factors and is thought to be mediated via low-affinity sites (Biggin, 2011; MacQuarrie et al., 2011). However, β-catenin association does not, on the whole, result from indiscriminate binding across the genome but rather β-catenin tends to be recruited to putative CRMs (promoter and enhancer sequences). In particular, we find a significant level of overlap between our β-peaks and TLE ChIP-seq peaks, which have recently been found to be indicators of tissue-specific CRMs (Yasuoka et al., 2014).

β-catenin is reported to be predominantly associated with TCF/LEF motif-containing chromatin, both in cancer cells with activated Wnt signalling (Schuijers et al., 2014; Watanabe et al., 2014) and Wnt-induced embryonic stem cells (Zhang et al., 2013). Our analysis also identified TCF/LEF as the only shared sequence motif among the validated 13 direct *wnt8a* target genes, suggesting that positive gene regulation by Wnt/β-catenin signalling is mediated by TCF/LEF-dependent mechanisms. However, our *de novo* motif search revealed that non-*wnt8a*-regulated, yet β-catenin-bound, loci also contain consensus binding sequences for transcription factors other than TCF/LEF, suggesting that some β-catenin protein may interact with those transcription factors when associated with genomic sequences of non-*wnt8a*-regulated genes. In fact, such interactions have previously been reported for OCT4 (POU5F1) (Kelly et al., 2011), TBX5 (Rosenbluh et al., 2012), SOX proteins (Kormish et al., 2010) and FOX proteins (Zhang et al., 2011); and, among them, OCT4 (Abu-Remaileh et al., 2010) and SOX proteins (Kormish et al., 2010) are known to negatively regulate β-catenin-dependent transcriptional regulation. Thus, the β-catenin-bound yet non-*wnt8a*-regulated gene loci identified in our analysis might be deliberately repressed by these transcription factors. Alternatively, chromatin association of β-catenin via these transcription factors might act as part of a buffering system to fine-tune the availability of β-catenin for transcriptional regulation at Wnt/β-catenin target genes, similar to that previously suggested for fine-tuning the availability of functional DNA-binding transcription factors (MacQuarrie et al., 2011). In particular, our analysis of motifs enriched in β-peaks close to non-*wnt8a*-regulated loci identifies the same combined SOX and OCT4 motif that has previously been reported in embryonic stem cell studies (Zhang et al., 2013). Although technical bias cannot currently be excluded, the β-catenin chromatin association observed in our *Xenopus* embryos seem more similar to that of embryonic stem cells than cancer cells (Schuijers et al., 2014; Watanabe et al., 2014). Future analysis might confirm that β-catenin association with chromatin containing the combined SOX and OCT4 motif in particular is specifically prevalent in embryonic cells.

### Wnt/β-catenin target genes in the genome

Our results do not allow us to rule out the possibility that low levels of nuclear β-catenin associate with chromatin to mediate other, as yet undiscovered functions for β-catenin in the genome or to be part of a buffering system to fine-tune the availability of β-catenin for transcriptional regulation, as mentioned above. β-catenin-bound, yet non-*wnt8a*-regulated, gene loci in our analysis could more generally represent real Wnt target genes, but those that are regulated by Wnt signalling in other tissues and at other stages. Consistent with this idea, the GO analysis suggests that such genes are more associated with functions at later stages of development, after the stage of our analysis in early gastrulation, such as neural development, and also with metabolism (Fig. 3D). 

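The gene *sall4* (ENSXETG00000012326) lies on scaffold GL172684.1 of JGI 4.2 from 149974 to 160964 on the plus strand and has 11 assigned β-peaks. Of these, 2 have their summits within 1 kb upstream of the TSS, at −800 bp (IDR 2.53e-05) and −279 bp (IDR 0.000134824), and 2 lie inside the gene, at 2028 and 4481 bp. The strongest has an IDR of 1.9e-06 and its summit at −20096 bp (no replicates for any peak). Expression was high, at 1351 ± 137 CPM in the controls (SD, n = 6), 1294 ± 138 CPM in the knockdown and 1207 ± 101 CPM after reinstatement (SD, n = 3 each). Neither comparison differed by more than the spread between replicates. The log2 fold change was −0.0617 in the knockdown (standard error 0.106, adjusted p = 0.999) and −0.101 after reinstatement (standard error 0.122, adjusted p = 0.73 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the replicate block the adjusted p-values were 0.86 and 0.46. Leaving out 1 sample at a time moved the log2 fold change in the knockdown between −0.147 and 0.00532. Its lowest count in any sample was 25860. The paper cites *sall4* as an example of a gene that is bound by β-catenin here and regulated by Wnt signalling in another context.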

As a particular example, *sall4*, which is among our β-catenin-bound but not our *wnt8a*-regulated genes, has recently been identified as a direct *wnt3a* target gene during neural development (Young et al., 2014). 

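For *msx1* (ENSXETG00000016052), which lies on scaffold GL173077.1 of JGI 4.2 from 694875 to 698128 on the plus strand, 9 β-peaks are listed, 7 upstream and 2 downstream of the TSS. The nearest covers 694424 to 695282 with its summit at −239 bp and is also the strongest (IDR 6.35e-07). Farther upstream follow summits at −2952 bp (IDR 5.77e-06, 691403 to 692194) and −5549 bp (IDR 3.94e-06, 689077 to 689654). A cluster of 4 lies at −33797, −40870, −42176 and −43781 bp, of which the first is the strongest (IDR 1.8e-06, 660857 to 661357) and the last the weakest (IDR 0.000596785). Downstream, the summits lie at 10666 and 14889 bp. Under the stricter limit of an IDR below the median, the peaks at −43781 and 10666 bp are lost and the other 7 remain. Which of these is msx1_U2 cannot be read from the list, which gives no names to peaks, and the single library provides no replicate error. The paper places msx1_U2 at a conserved limb bud-specific enhancer. It relates this to its hypothesis that β-catenin is recruited early to elements that act in other tissues at later stages.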

In addition, our *wnt8a* target *msx1* showed a β-peak (msx1_U2) that is located at a conserved limb bud-specific enhancer (Miller et al., 2007), consistent with our hypothesis that β-catenin recruitment already occurs during early embryonic stages to cis-regulatory elements responsible for Wnt-mediated regulation in other tissues at later stages. Furthermore, ∼60% of orthologues of the Wnt target genes listed at the curated Wnt homepage (http://web.stanford.edu/group/nusselab/cgi-bin/wnt/) are represented in our list of β-catenin-bound genes. Likewise, our list contains 70% of homologues of direct β-catenin-regulated target genes identified in a colorectal cancer cell line (Watanabe et al., 2014). Therefore, many potential direct Wnt targets in the genome could be associated with β-catenin, even if their expression is not Wnt regulated in the tissue analysed.

### Conclusions

Our investigation challenges the fundamental concept that β-catenin recruitment to individual Wnt target genes predictably drives transcriptional expression (Fig. 6); instead, it introduces a more general paradigm for Wnt-regulated transcriptional mechanisms, which is more relevant for the repeated and tissue-specific functions of Wnt/β-catenin signalling in embryonic development, stem cell-mediated homeostasis and cancer. We discovered that chromatin association of β-catenin, even to functional WREs, does not imply transcriptional activation. Wnt signalling regulates β-catenin binding to target loci even in embryonic contexts, in which these gene loci are not transcriptionally Wnt responsive. Chromatin association of β-catenin is only productive for Wnt signalling-regulated transcriptional activation in the appropriate developmental context. Mechanisms regulating this developmental context therefore do not necessarily influence the Wnt-regulated association of β-catenin with chromatin. Our findings will also be relevant beyond early embryogenesis, with implications for cancer research and other Wnt-related diseases, where an abnormal subtle change in cellular context may induce the anomalous expression of genes, with deleterious consequences.

## MATERIALS AND METHODS

### Embryo experiments

*Xenopus tropicalis* (Gray, 1864) embryos were obtained by natural mating of adult males and females or by *in vitro* fertilisation as described by del Viso and Khokha (2012) and staged according to Nieuwkoop and Faber (1967). The fertilised embryos were injected with MOs and mRNAs, and treated with chemical inhibitors as indicated, and then cultured in 0.1× Marc's Modified Ringer (MMR) at 28°C. MOs (Gene Tools) were: CoMO, 5′-CCTCTTACCTCAGTTACAATTTATA-3′ (Heasman et al., 2000); *wnt8a* MO, 5′-GGAGACTGCTATCCAGGGTAATGCT-3′ (Rana et al., 2006). pCSKA-wnt8a was created as a *wnt8a* MO-insensitive *wnt8a* gene by introducing nucleotide substitutions (Fig. S3A). Capped mRNA was synthesized using the mMESSAGE mMACHINE Kit (Ambion) and the following linearised DNA templates were used: pCS2+ Xwnt-8, Axin/CS2mt and pCS2+ noggin. SU5402 (SML0443) was purchased from Sigma. See the supplementary Materials and Methods for further details of *Xenopus* embryos and treatment with MOs, mRNAs and chemical inhibitors.

### Whole-mount RNA *in situ* hybridisation

Digoxigenin-labelled antisense RNA probes were synthesized from linearised template plasmids (see the supplementary Materials and Methods) using the MEGAscript Transcription Kit (Life Technologies) for use in whole-mount RNA *in situ* hybridisation as described by Lavery and Hoppler (2008).

### RT-PCR

Total RNA was isolated from whole embryos as described by Lee-Liu et al. (2012). cDNA was synthesized using the QuantiTech Reverse Transcription Kit (Qiagen).

### qPCR

qPCR was performed using a LightCycler 480 and SYBR Green I Master reagents (Roche). For RT-qPCR, relative expression levels of each gene to *odc1* were calculated and then normalised to the control. For primer sequences for RT-qPCR and ChIP-qPCR, see the supplementary Materials and Methods.

### ChIP

ChIP analysis was carried out as described (Akkers et al., 2012; Blythe et al., 2010; Janssens et al., 2010) with slight modifications: after homogenisation, embryos were sonicated with a Bioruptor Plus (Diagenode). Two β-catenin antibodies, namely anti-*Xenopus* β-catenin antibody (1:28; Blythe et al., 2009) and anti-β-catenin antibody [1:28 (2 µg); H-102; sc-7199, Santa Cruz Biotechnology], and normal rabbit IgG [1:56 (2 µg); sc-2027, Santa Cruz Biotechnology] were used for immunoprecipitation. For optimised conditions of the β-catenin ChIP experiment, see Fig. S2 and the supplementary Materials and Methods.

### ChIP-seq

β-catenin ChIP was performed using anti-β-catenin antibody (H-102) as described above. Two Illumina TrueSeq ChIP libraries were constructed from ChIP and input control DNA and sequenced using Illumina HiSeq 2500 at The Genome Analysis Centre (TGAC, Norwich, UK). Sequenced reads were mapped to the *X*. *tropicalis* genome assembly JGI 4.2. Briefly, MACS2 (Zhang et al., 2008) and SPP (Kharchenko et al., 2008) were used for peak calling. Reproducible peaks were identified using the IDR method (Li et al., 2011). Peaks were assigned to closest genes using the distanceToNearest function [rtracklayer (Lawrence et al., 2009) and GenomicRanges (Lawrence et al., 2013)]. Heat maps were created using HOMER, Cluster 3.0, and Java Treeview. Histograms were visualised using HOMER and Excel. *De novo* motif discovery was performed using MEME-ChIP. ChIP-seq and RNA-seq data were visualised on the UCSC genome browser. GO analysis was performed using the PANTHER classification system (Mi et al., 2013). We carried out statistical over-representation tests using PANTHER GO annotations (PANTHER GO-Slim Biological Process, PANTHER Protein Class, PANTHER Pathways). See the supplementary Materials and Methods for details. The ChIP-seq data sets are available in GEO under the accession number GSE72657.

### RNA-seq

Total RNA was extracted as described by Lee-Liu et al. (2012). Illumina TruSeq RNA libraries were constructed and sequenced using Illumina HiSeq 2000 at TGAC. Sequenced reads were aligned to the *X*. *tropicalis* genome JGI 4.2 with gsnap. Aligned reads were counted using HTSeq (Anders et al., 2015) and further differential gene expression analysis was carried out using DESeq2. See the supplementary Materials and Methods for details. The RNA-seq data sets are available in GEO under the accession number GSE72657.

### Reporter constructs and luciferase assay

Genomic fragments of β-peaks were amplified by PCR and subcloned into the pGL4.10 vector (Promega) or a derivative vector pβ-actin-luc carrying a heterologous basal promoter. Embryos were injected with 40 pg reporter plasmid DNA together with 40 pg pRL-CMV (Promega) at the two- to four-cell stage, collected at the early gastrula stage, and assayed for luciferase activity. For cloning into luciferase reporter constructs, see the supplementary Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

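RNA was measured by RNA-seq in 12 samples of *X. tropicalis* embryos at stage 10.25, with 3 samples each of uninjected embryos, embryos injected with CoMO, embryos injected with the *wnt8a* MO and embryos injected with the *wnt8a* MO and CSKA-wnt8a. Association of β-catenin with chromatin was measured at the same stage by ChIP-seq in 1 library pooled from several ChIP experiments. The authors aligned the RNA-seq reads to JGI 4.2 with gsnap, counted them on exons with HTSeq and deposited raw counts per gene without normalisation. For the ChIP-seq, the authors called peaks with MACS2 and SPP, combined both calls by their irreproducible discovery rate, and deposited for each peak this rate, which is a value of the kind of a p-value or FDR between 0 and 1, with its position in bp and its signed distance in bp from the TSS of the closest gene. The versions of these tools and the release of the gene annotation are not stated in the text available. Reads, a peak height, read density around summits and a file for the input DNA were not in the files analysed here, and there was no reference genome. Gene names were taken from the list of peaks and from the paper, so a gene with neither is given by its identifier.

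The count files hold 19921 genes, of which 16841 had a count in at least 1 sample. The summary rows that HTSeq adds were left out of the tests. Between 22973819 and 29416909 reads per sample fell on genes, and 14135 to 14386 genes were detected per sample. Genes with few counts, such as *axin2* with 1 to 12 per sample, allow at this depth no statement about moderate changes. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr on the groups, TMM, glmQLFit with robust estimation, glmQLFTest), which tested 11601 genes. The fit used all 12 samples with a coefficient for each group and no block. The comparisons were the knockdown against the mean of both controls, the reinstatement against the knockdown, CoMO against uninjected and, added after the data were seen, the reinstatement against the mean of both controls. Genes with a Benjamini-Hochberg adjusted p-value below 0.1 were called changed. Standard errors of log2 fold changes were derived from the fold change and the F statistic of edgeR's quasi-likelihood test. For named genes, exact permutation tests compared log2 CPM of the 3 knockdown samples with the 6 controls and of the 3 reinstated with the 3 knockdown samples. Means and SD of CPM use TMM-scaled library sizes.

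Genes named in the text were chosen by a rule written beforehand. They are all genes that the paper names as targets of *wnt8a* or of maternal Wnt signalling, with *atp12a*, *wnt8a*, *odc1* and *sall4*, where an identifier could be paired with the name. To these come, for each of the knockdown and reinstatement comparisons, the 10 other genes with the largest log2 fold change among those past the threshold whose replicates do not overlap between the groups. No identifier was found for *nodal3.1*. Genes listed as differing between the controls, as remaining changed after reinstatement or as past both thresholds only with the block are named because they make up the results flagged in the closing section.

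The list of peaks was analysed in Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3. Distances and assigned genes were used as given, after the distances had been checked against summit, gene start, gene end and strand. The strength of a peak was −log10 of its irreproducible discovery rate, and the strongest peak stood for a gene. Shares of genes were compared by Fisher's exact test and given with Wilson 95% confidence intervals, and medians of strength were compared by permutation with 100000 resamples. Positions were binned in steps of 500 bp. Genes lower in the knockdown were left out of the non-regulated class together with those of the shortlist and of the longlist.

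Alternatives to each choice were tried one at a time. For the counts these were DESeq2 1.42.0, the replicate number as a block in edgeR or DESeq2, RLE in place of TMM, no filter or a filter of 10 counts in every sample, a fit on the compared samples alone, other ways to use the controls, an adjusted p-value below 0.05, a log2 fold change of at least 1 and each sample left out in turn. For the peaks they were the stronger part of the list, limits of distance, the universe of genes and the summary of a gene with several peaks. The samples carry numbers from 1 to 3 in each group, and the block takes equal numbers as belonging together, which the labels imply and the text available does not state. The tests were checked on simulated counts with 200 changed genes. Without a replicate effect, edgeR recovered 187 of them (8.8% of calls false) and DESeq2 185 (14.4% false). With a replicate effect, edgeR recovered 146 without the block (0% false) and 188 with it (7.8% false), and DESeq2 recovered 166 (1.8% false) and 181 (11.3% false). The simulated replicate effect was equal in all groups, and only the knockdown comparison was tested. In the data the reinstated samples follow the shift of their number less closely than the knockdown samples. The simulation therefore does not show how many calls with the block are false in comparisons with the reinstated samples. The permutation test of strength was below 0.05 in 5 of 50 simulated runs without a shift and in 47 of 50 with a shift of 1. Quantities from RT-qPCR, ChIP-qPCR, in situ hybridisation, luciferase assays, motif searches, histone marks and gene ontology were not analysed here.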

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

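The first flagged result is a comparison that the paper does not report. Between the reinstated samples and the mean of both controls, 1687 genes differed (857 higher and 830 lower, adjusted p below 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 against 6), many more than in the comparison of the knockdown with the controls. With the controls pooled, 1950 genes differed, and of the 84 splits of these 9 samples into 3 and 6 only 1, the real one, gave as many, the next giving 3. Several technical explanations were tested. The reinstated libraries are the smallest, but with every sample thinned to 22973819 reads 1655 genes remained. Without the 14 genes with the most counts 1687 remained, which speaks to these 14 genes only and not to other shifts in composition. With the replicate number as a block, to remove a difference between library batches that follow this number, 4779 genes differed. The block cannot remove a batch made up of the reinstated samples, and it lowers the residual spread. The rise therefore does not count against a batch. With 1 reinstated sample left out, the number was 769, 557 and 783, and since 557 is less than the limit set for this test, the size of the result depends on how many and which reinstated samples are used. The prediction for the batches was written after the counts had been seen, the others before. Of the 33 genes higher in the reinstatement than in the knockdown, 24 (72.7%) were also above the controls, against 857 of all 11601 tested genes. With the block it was 1107 of 1202 (92.1%), against 2408 of all. Both comparisons share the reinstated samples, so genes chosen as high in them tend to be high in both. These shares therefore decide nothing about the cause. The *wnt8a* transcript stood at 270.4% of the controls, which includes endogenous transcript whose use the MO hinders. An effect of more Wnt8a than normal is a possible explanation. The shortlist genes do not decide it. Without the block only 2 of the 14 were past the threshold above the controls. These were *cdx4* (adjusted p = 0.050) and *ventx1.2* (adjusted p = 0.083), not *hoxd1* (0.45), *msx1* (0.27) or *msgn1* (0.84). All of the 14 but *neurog1* (−0.0445) nevertheless had a positive log2 fold change over the controls. Outside the shortlist, *ventx1.1* was above the controls (0.553, adjusted p = 0.014 in the same test). Other possible explanations are the injection of plasmid DNA, since no group received control DNA, and handling of the reinstated embryos or libraries apart from the others. These cannot be told apart here. Contamination and mislabelling were not tested.

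The second flagged result is the set of genes outside the shortlist that pass both thresholds, lower in the knockdown and higher after reinstatement, once the replicate number is a block. There are 17, of which 10 have a name. They include *mespb* (log2 fold changes −0.684 and 1.22), *znf703* (−0.596 and 1.25), *pnhd* (−0.542 and 0.795), *dkk1* (−0.509 and 0.900), *ventx2.2* (−0.496 and 0.782), *VENTX3.2* (−0.491 and 0.692), *ventx1.1* (−0.411 and 0.968), *lmo4.2* (−0.361 and 0.697), *ngfr* (−0.313 and 0.498) and *mrpl18* (−0.578 and 0.219). All 17 were lower in the knockdown in 3 of 3 replicates, and all but *mrpl18*, ENSXETG00000025586 and ENSXETG00000010656 were higher after reinstatement in 3 of 3. A β-peak is assigned to 11 of them. Without the block none passed both thresholds in edgeR's quasi-likelihood test, whereas DESeq2 placed *pnhd* and *mespb* past both, and edgeR's likelihood ratio test, chosen after seeing the data, placed 1 gene outside the shortlist past both. With every sample thinned to the smallest library, 13 stayed past both. Reads shared between related genes are a possible explanation for some, as 3 have a relative of the same name stem in the list or the shortlist, and without the reads the pattern cannot be told apart from this explanation for those genes. Genes without a name could not be searched for relatives, so shared reads are not excluded for them either. Both predictions were written before the tests. With all samples of a number left out, in fits chosen after seeing the data, the whole blocked overlap fell from 31 genes. It held 9, 3 and 23 genes without the samples numbered 1, 2 and 3, and fewer samples alone may lower it. That some of the 17 genes respond to Wnt8a remains a hypothesis, found and tested on the same data.

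The third flagged result concerns genes that changed in the knockdown but are not in the shortlist. Of the 17 genes past the threshold in the knockdown, 14 are outside the shortlist (9 lower and 5 higher). All 14 were still past the threshold in the same direction when the reinstated samples were compared with the controls. Without the block none rose or fell back past the threshold relative to the knockdown, with adjusted p-values from 0.305 to 0.911. With the block *mrpl18*, which is among the 14, did rise past it (0.219, adjusted p = 0.080 in edgeR's quasi-likelihood test). Part of the result without the block follows from the selection, since a lower gene that rose past the threshold would be in the overlap, which here holds shortlist genes only. Among all tested genes 7.15% were lower than the controls after reinstatement. The largest were ENSXETG00000015679 (log2 fold change −1.64 in the knockdown and −2.06 after reinstatement, both against the controls), ENSXETG00000023061 (−1.38 and −1.73) and ENSXETG00000013016 (−1.18 and −1.73). In the shortlist 0 of 14 genes stayed below the controls, but these genes were chosen for rising on reinstatement, so this value cannot exclude a reinstatement that restores other genes too little, and its prediction was written after the result was seen. Control samples shared by both comparisons could also carry genes into both lists. When the lists were drawn against different control groups, 5 of 6 genes (83.3%) and 6 of 9 (66.7%) stayed changed, and this prediction was written before. In those comparisons without the block none of the 3 higher genes stayed changed. Of the 5 higher genes, ENSXETG00000017317 and ENSXETG00000022365 were also lower with CoMO than in uninjected embryos. With uninjected embryos as the only control, 0 genes were higher in the knockdown. For ENSXETG00000017317 and ENSXETG00000022365, low values with CoMO may therefore account for their place above the mean of both controls. With the replicate block, 127 of 149 genes (85.2%) stayed changed, 64 of 81 lower and 63 of 68 higher ones, and 21 were restored. Hypotheses that these tests leave open are an incomplete reinstatement and an effect of the *wnt8a* MO that does not pass through Wnt8a. Only 1 MO was used and both groups received it, so incomplete reinstatement, an effect of the MO, of its injection and of a lasting early loss of Wnt8a cannot be separated, and contamination and batches specific to these groups were not tested.

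The last flagged result is the difference between the control groups, which the paper does not report. At the same threshold 3 genes differed between CoMO and uninjected embryos. These are ENSXETG00000017317 (log2 fold change −2.88, adjusted p = 1.2e-06 in edgeR's quasi-likelihood test), ENSXETG00000022365 (−1.16, adjusted p = 6.4e-05) and ENSXETG00000002001 (−1.04, adjusted p = 0.0069), all lower with CoMO. Of the 10 splits of the 6 control samples 1, the real one, gave as many genes, and with 10 splits the share cannot be below 0.1. Chance therefore cannot be excluded for the number of genes, and no biological explanation was tested. The replicate block gave 18 genes, DESeq2 14 and both together 24, but the splits were not fitted with these settings.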

How the results depend on the processing

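The alternatives were set down before the processed files arrived, except the likelihood ratio test, the block with all samples of a number left out, the use of the block for results on peaks, and every setting of the comparison of reinstatement with the controls and of the genes still changed after reinstatement, which were chosen after seeing the data. In the order genes lower and higher in the knockdown, higher and lower after reinstatement, positive overlap and negative overlap, the main fit gave 12, 5, 33, 14, 3 and 0. It gave 3 genes between the control groups and 1687 between reinstatement and controls.

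The choice of test and block moved the counts most. DESeq2 gave 52, 27, 228, 161, 16 and 1, with 14 genes between the controls, and 160 reinstatement-induced genes with and 68 without a β-peak. The replicate block in edgeR gave 95, 68, 1202, 1091, 31 and 4, with 18 between the controls, 4779 between reinstatement and controls, and 596 genes with and 606 without a β-peak. DESeq2 with the block gave 162, 129, 1254, 1069, 42 and 11, with 24, 4399, and 616 and 638. The block removes a shift shared by samples of a number, which is large in the samples numbered 3, and thereby lowers the residual spread. DESeq2 may call more genes because it does not add the uncertainty of each gene's own spread to the test, and edgeR's likelihood ratio test, which leaves it out too, gave 34, 16, 160, 75 and 14, with 10 between the controls. In simulated counts without a replicate effect both called more false genes than the quasi-likelihood test.

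The block depended on the samples in it. Without the samples numbered 1 it gave 2 genes higher in the knockdown, 605 and 374 after reinstatement, 9 in the positive overlap and 2840 between reinstatement and controls. Without those numbered 2 it gave 7 and 1 in the knockdown, 149 and 58 after reinstatement, 3 in the positive overlap and 3216 between reinstatement and controls. Without those numbered 3 it gave 201, 170, 315, 309, 23 and 8, with 19 and 3916. After reinstatement the number of higher genes thus fell whichever number was left out, and fewer samples alone may lower it. In the knockdown the counts rose only without the samples numbered 3, to 201 and 170, and fell without those numbered 1 or 2.

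Stricter or smaller fits mostly lowered the counts. The compared samples alone gave 6, 2, 6 and 0, as fewer samples inform the spread. Requiring each control separately gave 6 and 0 in the knockdown and 598 between reinstatement and controls. A log2 fold change of at least 1 left 6, 1, 20 and 1, and 240. An adjusted p below 0.05 left 2 genes higher in the knockdown, 7 and 0 after reinstatement, and 849. With CoMO as control 3 genes were higher in the knockdown and 808 differed from reinstatement, with uninjected as control 0 and 848, and with the controls pooled 3, while the positive overlap became 7. Without a filter on low counts 3 genes were higher in the knockdown and 7 lower after reinstatement, and RLE gave 5 of the latter. Across the 12 fits that each left out 1 sample, the counts ranged from 4 to 14 and from 1 to 3 in the knockdown, from 3 to 63 and from 0 to 11 after reinstatement, and from 557 to 2153 between reinstatement and controls. With 3 samples per group the number of genes past a threshold is thus poorly determined.

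The 14 genes outside the shortlist still changed after reinstatement became 5 with the knockdown against uninjected and reinstatement against CoMO and 6 with these controls exchanged. With the replicate block they were 127, and with these splits of the controls 48 and 59.

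For the peaks, the stronger part of the list moved the shares to 10.96% from 1 to 5 kb upstream, 4.82% within 1 kb upstream and 2.05% within 1 kb downstream. With the mean over a gene's peaks the shortlist's difference in strength was 0.660 (permutation test, p = 0.10). In genes with many peaks, weak peaks may lower the mean, and the number of peaks may raise the strongest one. Neither was tested. The shares of genes with a β-peak just upstream of the TSS kept their direction and side of the threshold in every setting. The alternative with another signal column was not run, since the list has no such column.

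Single genes changed less. Of 1539 rows for named genes, 1204 kept direction and side of the threshold, 232 were weaker, 92 stronger and 11 reversed. The shortlist in the knockdown had 320 rows, 258 the same, 9 weaker and 53 stronger, and after reinstatement 278 rows, 203 the same, 58 weaker and 17 stronger, with none reversed. The reversed rows belong to genes with almost no change. In the knockdown *nog* was at 0.0424 with CoMO as control, and with 1 sample left out the log2 fold changes ranged from −0.0845 to 0.104 for *nog*, from −0.0862 to 0.188 for *frzb* and from −0.147 to 0.00532 for *sall4*.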

Differences from the paper's values

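The paper gives about 41 genes lower in the knockdown (Fig. 2B), against 12 here. Of the alternatives set before the files arrived only DESeq2, with 52, came within the limit of 1.5 times, while the others gave 4 to 18 genes without the block, 95 with the replicate block and 162 with DESeq2 and the block. Of the settings chosen after seeing the values, the likelihood ratio test of edgeR gave 34, within the limit. The block without the samples numbered 1, 2 or 3 gave 14, 7 and 201, outside it. For genes higher in the knockdown the paper gives about 18 (Fig. 2B), against 5 here. DESeq2 with 27 came within the limit, and the other alternatives set before the files arrived gave 0 to 5 without the block, 68 with the replicate block and 129 with DESeq2 and the block. The likelihood ratio test, chosen after seeing the values, gave 16, within the limit. The block without the samples numbered 1, 2 or 3, also chosen then, gave 2, 1 and 170, outside it.

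The paper's number of genes higher after reinstatement is 274, against 33 here. DESeq2 gave 228 and was the only alternative set before the files arrived that came within the limit, the others giving 3 to 63 without the block, 1202 with the replicate block and 1254 with DESeq2 and the block. Of the settings chosen after seeing the values, the block without the samples numbered 3 gave 315, within the limit. The likelihood ratio test gave 160 and the block without the samples numbered 1 or 2 gave 605 and 149, outside it. For genes lower after reinstatement the paper's number is 193, against 14 here. DESeq2 gave 161, and the other alternatives set before the files arrived gave 0 to 15 without the block, 1091 with it and 1069 with DESeq2 and the block. The settings chosen after seeing the values were all outside the limit. The likelihood ratio test gave 75 and the block without the samples numbered 1, 2 or 3 gave 374, 58 and 309.

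In the overlap of genes lower in the knockdown and higher after reinstatement the paper has 14, against 3 here. DESeq2 gave 16. The other alternatives set before the files arrived gave 2 to 7 without the block, 31 with the replicate block and 42 with DESeq2 and the block. The likelihood ratio test, chosen after seeing the values, gave 14. The block without the samples numbered 1, 2 or 3, also chosen then, gave 9, 3 and 23, outside the limit. In the opposite overlap the paper has about 1 gene (Fig. 2B), against 0 here. DESeq2 gave 1, the replicate block 4, DESeq2 with the block 11 and the other alternatives set before the files arrived 0. Of the settings chosen after seeing the values, the block without the samples numbered 3 gave 8. The likelihood ratio test and the block without the samples numbered 1 or 2 gave 0.

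Of the genes higher after reinstatement, the paper has 179 with a β-peak, against 33 here, and 94 without, against 0 here. With DESeq2 these were 160 and 68, within the limit. With the replicate block they were 596 and 606, and with DESeq2 and the block 616 and 638, which are outside it. The share of genes of the longlist with a β-peak within 1 kb upstream of the TSS is 30.7% in the paper, against 54.5% here. With the genes from DESeq2 it was 35.6%, within the limit. With those from the replicate block, a setting chosen after seeing the values, it was 23.8%, also within it. The other distances, the stronger part of the peaks and the share of peaks gave 48.5, 63.6, 57.6, 48.4 and 15.0%, outside the limit.

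The paper lists *atp12a* in the overlap of genes higher in the knockdown and lower after reinstatement. Here it passed neither threshold, with adjusted p-values of 0.74 and 0.12 in edgeR's quasi-likelihood test, and it was in this overlap only with DESeq2 and the block. The gene in this overlap with DESeq2 alone was ENSXETG00000030465. The paper's shortlist is the overlap on the positive side, whereas here it held *hoxd1*, *msgn1* and *msx1* only, 3 of the 14. All 14 were in the overlap with DESeq2, with the replicate block and with both, and 13 were in it with the likelihood ratio test, which was chosen after seeing the values. The paper includes *axin2* or *xarp* in its longlist. Here *xarp* was in it (adjusted p = 0.067) and *axin2* was not (adjusted p = 0.45). At *odc1* the paper states no association of β-catenin, whereas the list assigns it 1 β-peak, 18581 bp downstream of the TSS. The paper describes its shortlist as more enriched just upstream of the TSS than the longlist, against 53.8% and 54.5% here, where 10 of the 33 genes of the longlist belong to the shortlist. With the longlist from DESeq2 it was 53.8% against 35.6%, and with that from the replicate block, a setting chosen after seeing the values, 53.8% against 23.8%.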

Other observations

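Other splits of the samples were fitted to see how often they give as many genes. For the knockdown with the controls pooled, 21 genes differed, and 5 of the 84 splits of the 9 samples into 3 and 6 gave as many. The split that sets the samples numbered 3 against the rest gave 6266 genes, the one with those numbered 1 gave 891 and the one with those numbered 2 gave 23. These splits follow the replicate number. The remaining split, CoMO 3 with *wnt8a* MO 2 and 3 against the rest, gave 1613 and does not follow it, though it holds 2 of the samples numbered 3. Without the block the condition therefore cannot be told apart from other differences between the samples by the number of genes. With the block, 1 of the 27 choices of a sample per number, the real one, gave as many (179 genes, the next 18). For the reinstatement against the knockdown, 1 of 10 splits gave as many as the real one's 47 genes, and with the block 1 of 4 gave as many as 2293, shares that cannot go below 0.1 and 0.25. For the positive overlap with pooled controls, 1 of 100 drawn splits gave as many as the 7 real genes (the next 3). With the block, 2 of 100 drawn relabellings gave as many as the 34 real genes, and the other of these gave 989. All these predictions were written before the fits.

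Samples with the same replicate number deviate together, with a mean correlation of 0.551 against −0.269 for different numbers, and of all ways to pair the numbers only 1, the labelled one, gave a mean this high (exact permutation test, p = 0.0046). That the numbers mark batches of embryos or libraries is a candidate explanation, stated after the correlations had been seen. On the first principal component the samples numbered 3 stand apart in the uninjected (33.0), CoMO (44.7) and *wnt8a* MO (44.4) groups but not in the reinstated group (−8.3). In replicate 3 the log2 ratio of reinstatement to knockdown correlates with the deviation of the controls at −0.583 across 11601 genes, against −0.00322 and 0.117 in replicates 1 and 2. The reinstated sample followed the deviation of its controls with a slope of 0.380, and the knockdown sample with 1.06. In replicates 1 and 2 the reinstated samples also followed less closely than the knockdown samples, with slopes of 0.607 and 0.488 against 1.04 and 0.776, and the mean correlation with the other samples of the same number was 0.423 for the reinstated sample numbered 3, 0.488 for that numbered 1 and 0.378 for that numbered 2. The reinstated sample numbered 3 thus shares the shift of its number in part. A library batch that it shares only in part may explain the pattern, a prediction written after the pattern was seen. The correlation of −0.583 restates the difference between the slopes of 0.380 and 1.06, so it is no separate test of a batch. A biological difference between clutches of embryos would look alike and was not tested. In either case the comparison of reinstatement with knockdown in replicate 3 may contain a difference other than Wnt8a. Genes are not independent replicates, and these correlations rest on 12 samples.

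The excess of β-peaks just upstream of the TSS in the shortlist was tested against a larger number of β-peaks per gene and against expression level. Among sets of 13 non-regulated genes drawn from 50 neighbours matched for the number of β-peaks, the mean number with such a peak was 2.22, against 7 in the shortlist (permutation test, p = 0.0023). Matched for mean expression, it was 1.64 (permutation test, p = 0.00044). Both predictions were written before the tests. Neither feature alone accounts for the excess, and length or sequence content of the genes was not tested.

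The share of genes with a β-peak falls with the rank of the evidence for a rise after reinstatement, from 94.0% in the first 50 to 61.3% up to rank 200, 49.4% up to rank 1000 and 32.2% in the rest. For genes that fall after reinstatement the shares are 34.0, 26.0, 29.4 and 30.6%. The fit with the block gives the rising genes 92.0, 66.0, 46.4 and 32.9%.

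For the maternal Wnt targets, which the paper examines by RT-qPCR (Fig. 4), the RNA-seq data give values under knockdown and reinstatement at stage 10.25. In the knockdown none passed the threshold, each with an adjusted p of 0.999 in edgeR's quasi-likelihood test without the block, and with the block the adjusted p-values ran from 0.336 for *chrd* to 0.996 for *frzb*. Between reinstatement and knockdown none passed the threshold without the block, with log2 fold changes of −0.392 for *sia1*, 0.579 for *gsc*, 0.295 for *nog*, 0.372 for *chrd*, 1.05 for *fst* and 0.826 for *frzb* (adjusted p from 0.179 for *frzb* to 0.638 for *sia1*). With the block *gsc* (0.605, adjusted p = 0.027), *chrd* (0.375, 0.033), *fst* (1.09, 0.0082) and *frzb* (0.833, 0.0038) did pass it, and *sia1* (−0.372, 0.43) and *nog* (0.275, 0.29) did not. Between reinstatement and controls, the comparison added after the data were seen, they were −1.0 (standard error 0.309, adjusted p = 0.070), 0.877 (0.265, 0.066), 0.282 (0.203, 0.41), 0.602 (0.147, 0.032), 1.33 (0.253, 0.013) and 0.843 (0.178, 0.018) in the same order. All but *nog* were thus past the threshold, *sia1* lower and the others higher. By RT-qPCR the paper found these genes unaffected by *wnt8a* knockdown or overexpression (Fig. 4C). Its embryos received the *wnt8a* MO or CSKA-wnt8a, so the groups are not the same. Many other genes also differed in this comparison, and its cause is not known.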
